# Genome-Wide Mapping of Collier *In Vivo* Binding Sites Highlights Its Hierarchical Position in Different Transcription Regulatory Networks

**DOI:** 10.1371/journal.pone.0133387

**Published:** 2015-07-23

**Authors:** Mathilde de Taffin, Yannick Carrier, Laurence Dubois, Laetitia Bataillé, Anaïs Painset, Stéphanie Le Gras, Bernard Jost, Michèle Crozatier, Alain Vincent

## Abstract

Collier, the single *Drosophila* COE (Collier/EBF/Olf-1) transcription factor, is required in several developmental processes, including head patterning and specification of muscle and neuron identity during embryogenesis. To identify direct Collier (Col) targets in different cell types, we used ChIP-seq to map Col binding sites throughout the genome, at mid-embryogenesis. *In vivo* Col binding peaks were associated to 415 potential direct target genes. Gene Ontology analysis revealed a strong enrichment in proteins with DNA binding and/or transcription-regulatory properties. Characterization of a selection of candidates, using transgenic CRM-reporter assays, identified direct Col targets in dorso-lateral somatic muscles and specific neuron types in the central nervous system. These data brought new evidence that Col direct control of the expression of the transcription regulators *apterous* and *eyes-absent* (*eya*) is critical to specifying neuronal identities. They also showed that cross-regulation between *col *and *eya* in muscle progenitor cells is required for specification of muscle identity, revealing a new parallel between the myogenic regulatory networks operating in *Drosophila* and vertebrates. Col regulation of *eya*, both in specific muscle and neuronal lineages, may illustrate one mechanism behind the evolutionary diversification of Col biological roles.

## Introduction

Differential gene expression underlying animal development and cell differentiation is mediated at the transcriptional level by Cis-Regulatory Modules (CRMs), which contain short DNA motifs acting as binding sites for sequence-specific transcription factors (TFs) [1]; [2]. Increasing organismal complexity throughout metazoan evolution has been paralleled by the expansion of TF families, allowing sub-specialization of each family member, *via* changes in either expression pattern or/and biochemical properties. One peculiar situation is the COE (Collier/EBF/ Olf-1) family of sequence-specific TFs, which display a HLH dimerization motif associated with a specific DNA-binding domain [3]; [4]; [5]. The COE family does comprise a single member in all invertebrates, from sponges to ascidians [6]; [7]; [8], and 4 members (Early B Cell Factor; EBF1-4) in vertebrates [9]; [10], indicating that *coe* gene duplications only occurred at the origin of vertebrates [7]. Pioneering studies showed that EBF binds DNA *in vitro* as dimer, to a consensus palindromic sequence ATTCCCNNGGGAAT [11]; [12]. The high degree of primary sequence conservation and lack of expansion of COE proteins contrast with their diversity of functions, as revealed by analyses of mutants, both in vertebrates [13]; [14], [15]; [16]; [17]; [18], nematodes [19]; [20]; [21] and *Drosophila* ([22] and references in the text below).

*Drosophila* Collier (Col) (Flybase; Knot (Kn)) in involved in multiple developmental programs in embryos: early head patterning; specification of muscle progenitor cells (PCs) and founder cells (FCs) at the origin of dorso-lateral somatic muscles; specification of lymph gland (LG) cells, the larval hematopoietic organ; control of neuron identities in both the peripheral and central nervous system [5]; [23]; [24]; [25]; [26]; [27]; [28]; [29]; [30]; [31]; [32]. Yet, despite a wealth of genetic and developmental studies, only two direct Col targets, *hh* and *col* itself, have been characterized so far [33]; [34].

To get deeper insight into Col regulatory roles in different developmental processes, we sought to identify direct Col target genes. Here, we used ChIP-seq to perform a genome-wide analysis of Col binding to chromatin at mid-embryogenesis, (stages 13–14), a time frame when Col is expressed in several cell types in the mesoderm and nervous system. This analysis identified 415 potential direct Col target genes. Among those, 64 encode transcription regulators, including several sequence-specific TFs previously shown genetically to act downstream of Col in the head, specific somatic muscles and neuronal lineages, thereby validating our approach. More detailed analysis of a selection of targets, and corresponding CRMs, showed that Col directly regulates the expression of *apterous* (*ap*), *eyes absent* (*eya*), *nerfin-1* and, very likely, *even-skipped* (*eve*), in specific neuronal lineages, thus contributing, both directly and via the direct regulation of other TFs, to transcriptional codes specifying different neuron identities. It also revealed that cross-regulation between *eya* and *col*, in somatic muscle progenitors, is required for specification of muscle identity. Col binding peaks in numerous other TFs offers as many new entries to investigate the combinatorial control of cell identity.

## Materials and Methods

### Chromatin immunoprecipitation and sequencing

ChIP experiments were performed according to [35], using stage 13–14 *col* 2.6_0.9^ColCONS^ *-lacZ* embryos, with a mix of three different monoclonal antibodies recognizing separate epitopes of the Col protein. The mock was monoclonal HA antibody (HA.11 Clone 16B13-Covance, Dedham, Massachusetts, USA). To improve the purification yield, we used a competitive elution with purified recombinant Col protein (Kn-RB isoform; http://flybase.org); this step contaminated the ChIP-DNA with plasmid DNA, requiring bio-informatics elimination of the contaminating sequences. The precipitated DNA was quantified using Qubit dsDNA H Assay Kits (invitrogen#Q32851). Real time quantitative PCR was performed on a MyiQ single color real time PCR detection system (Biorad). CT values were collected and analysis was performed using the 2(-Delta Delta C(T)) method [36], using *cg11964* to normalize calculations of relative expression. For comparison, we substituted the consensus EBF/Col binding motif established *in vitro* (TCCCNNGGGA; [11] for the endogenous TGTCNNGGGA site in the reporter construct *col* 2.6_0.9^ColCONS^ *-lacZ*. Primers sequences for *col* and *col* 2.6_0.9^ColCONS^ are available on request. All qRT-PCR data are representative of three independent experiments. DNA from two independent Col and Mock iPs was pooled before ChiP fragment amplification and High-throughput sequencing (Genome analyzer IIx, Illumina; Microarray and sequencing platform, IGBMC, Illkirch). Reads were aligned to the *D*. *melanogaster* genome (BDGP5) using Bowtie v0.12.7 [37]. Data are available at Gene expression Omnibus, Accession number GSE67805.

### Identification of Col binding peaks

Col peaks were searched using SISSRs v1.4 [38]; [39], run with default parameters except for the following options: pValue threshold = 0.1, eValue threshold = 1500, one read per genomic coordinate, average fragment length = 191. 559 Col binding peaks retrieved by SISSRs were further analysed.

### *de novo* motif discovery

MEME-ChIP v4.10.0 [40] was used to search 200 bp of DNA, centred on the summit of each of the 559 Col peaks. Motif discovery was performed by scanning both DNA strands for 4 to 25 nucleotides long motifs, with a distribution probability of zero or one occurrence per sequence and a 4-order Markov model as background reference. Results from SISSRS and MEME analyses are provided as S1 File and dataset GSE 67805.

### Genome annotation and GO enrichment of Col binding peaks

Peak Analyzer [41] was used to associate each Col ChiP-Seq peaks with one gene in the *Drosophila* genome (BDGP 5.74). Peaks were associated with the overlapping gene when in introns or the nearest gene transcription start. Enrichment of Col target genes for GO biological processes was using GeneCodis (http://genecodis.cnb.csic.es/)

### Reporter constructs and transgenic lines

pDEST-moeGFP and pDEST-moeRFP were made by replacing Gal4 sequences from pbGUw (addgene plasmid #17575) by moeGFP and moeRFP sequences, respectively. For candidate Col targets (Table 1), 1kb long DNA fragments centered on the Col binding site were cloned upstream of *moeGFP* by Gateway recombination (invitrogen–life technologies) into *pDEST-moeGFP*. Site-directed mutagenesis of the Col binding site(s) (S2 Table) was done by PCR. The ap_Col^mut^ and eya_Col^mut.1^ et eya_Col^mut.2^ were made in pDEST-moeRFP. All moe-GFP/RFP reporters were inserted at position 68A4 on the third chromosome by injection into *nos-phiC31-NLS* and made homozygous. Other fly stocks are available at the Bloomington Stock Center.

**Table 1:** Candidate Col direct targets and linked CRMs.

Candidate gene	Interpro domains (http://flybase.org/)	Col overlapping expression	Number of peaks	CRM	Peak height	CRM/Col overlapping expression	Effect of mutating the Col binding site
***Ama***	Immunoglobulin-likedomain	Hypopharyngeallobe, mesoderm	1	*Ama*_Col	2.53	Hypopharyngeal lobe	loss
***ap***	Homeobox domainZinc Finger, LIM-type	Ventral nervecord	1	*ap*_Col	6.08	dAp neurons Tv neurons	Loss
***cnc***	Basic leucine Zipper(bZIP) domain	Hypopharyngeallobe	1	*cnc*_Col	8.03	Hypopharyngeallobe	Down-regulation
***eya***	Protein tyrosinephosphatase activity	MesodermVentral nervecord	2	*eya*_Col	3.99/ 2.39	dAp neurons/Tv neuronsDA3 muscle	Loss/Down-regulationLoss
***jing***	Zinc finger C2H2	mesoderm	5	*jing*_Col	5.17	Lymph gland	Down-regulation
***Mrtf***	SAP domain	Somaticmuscles	1	*Mrtf*_Col	2.57	DA3 muscle	No change
***nerfin-1***	Zinc finger C2H2	Ventral nervecord	1	*nerfin-1*_Col	5.59	Subset of CNSneurons	Loss
***Oaz***	Zinc finger C2H2	n.d.	6	*Oaz*_Col	5.12	DA3 and DT1muscles	Loss
***so***	Homeobox domain	Trunkmesoderm	1	*so*_Col	5.32	DA3 and LL1muscles	No change
***tkv***	Serine/Threonineprotein kinase, TGFBreceptor	Trunkmesoderm	1	*tkv*_Col	4.24	Lymph gland	Down-regulation
***col***	Transcription FactorCOE	+	1	*col*2.3–0.9	3.26	Hypopharyngeal lobe/DA3 muscle	No change/Down-regulation

n.d.: not detected

### Immunohistochemistry and *in situ* hybridization

Immunostaining and *in situ* hybridization procedures were as in [33]. The following primary antibodies were used: mouse anti-β-galactosidase (Promega) 1/800; anti-Col 1/50; rabbit anti-GFP (Torrey) 1/500; anti-RFP (Rockland 1/500); anti-Nau 1/100 (B. Paterson, Bethesda, USA), anti-β3-Tubulin 1/5000 (R. Renkawitz-Pohl, Marburg, Germany). Secondary antibodies were Alexa Fluor -488, -647, -555 conjugated antibodies (1:300; Molecular Probes). Mounting samples for confocal microscopy (Leica SP2, SP5 and SPE microscopes, Wetzlar, Germany; 20x and 63x objectives) was in Vectashield medium (Vector Laboratories). The Vectastain ABC Kit PK-401, from Vector, was used for DAB (3, 3’-diaminobenzidine) immunostaining; phosphatase-conjugated antibodies for BCIP/NBT detection of ISH transcripts were from Roche. DAB immunostaining experiments were repeated at least 3 times and NBT/BCIP ISH at least twice with large collections of embryos. At least 10 randomly selected embryos at one given developmental stage were recorded for each experiment, using a 20x objective. Effect of mutating the Col binding site(s) was considered as significant when >80% of embryos showed a change in expression pattern between the intact and mutated reporter constructs, except when otherwise indicated in the text. Images shown in figures and supporting figures are representative examples. Colocalisation of signals from 2 different fluorochromes used Image J colocalization highlighter plugin (Pierre Bourdoncle, Institut Cochin, Paris, France).

## Results

### Genome-wide mapping of Col binding sites to chromatin in stage 13–14 embryos

In order to identify Col direct targets, we used chromatin from 10 to 12h old *Drosophila* embryos (stages 13–14). During stages 11–13, Col is expressed the muscle PCs and FCs at the origin of the dorso-lateral (DL)—DA3, DO3, DO4, DO5, LL1 and DT1- somatic muscles, and starts to be expressed in the ventral nerve cord (VNC); it is also expressed in the hypopharyngeal lobe (HL) (Fig 1A). At stage 14 and later, it is expressed in the differentiating DA3 muscle, about 50 VNC neurons and 2 or 3 multidendritic (md) neurons per hemisegment, and the developing LG [5]; [24]; [25]; [31] (Fig 1A). To immuno-precipitate Col-bound chromatin fragments, we opted for a mix of monoclonal anti-Col antibodies. As an internal control for IP specificity, we used a reporter transgene carrying a modified *col* CRM, *col* 2.6_0.9^ColCONS^, whose activity in the DA3 muscle depends upon direct Col binding [33]. Quantitative real time PCR [36] of DNA fragments covering the endogenous and transgenic *col* CRMs was performed on DNA samples from two independent IPs. It showed a significant enrichment of both fragments, of around 2 (2.08 and 2.19) and 4 (3.90 and 4.26) folds, respectively, compared to the intergenic region of *cg11964*, a control housekeeping gene [35]. This differential enrichment both confirmed the efficiency of Col antibodies and indicated that the nucleotide sequence of the Col binding motif could influence the occurrence and/or stability of contextual *in vivo* Col binding.

**Fig 1:**
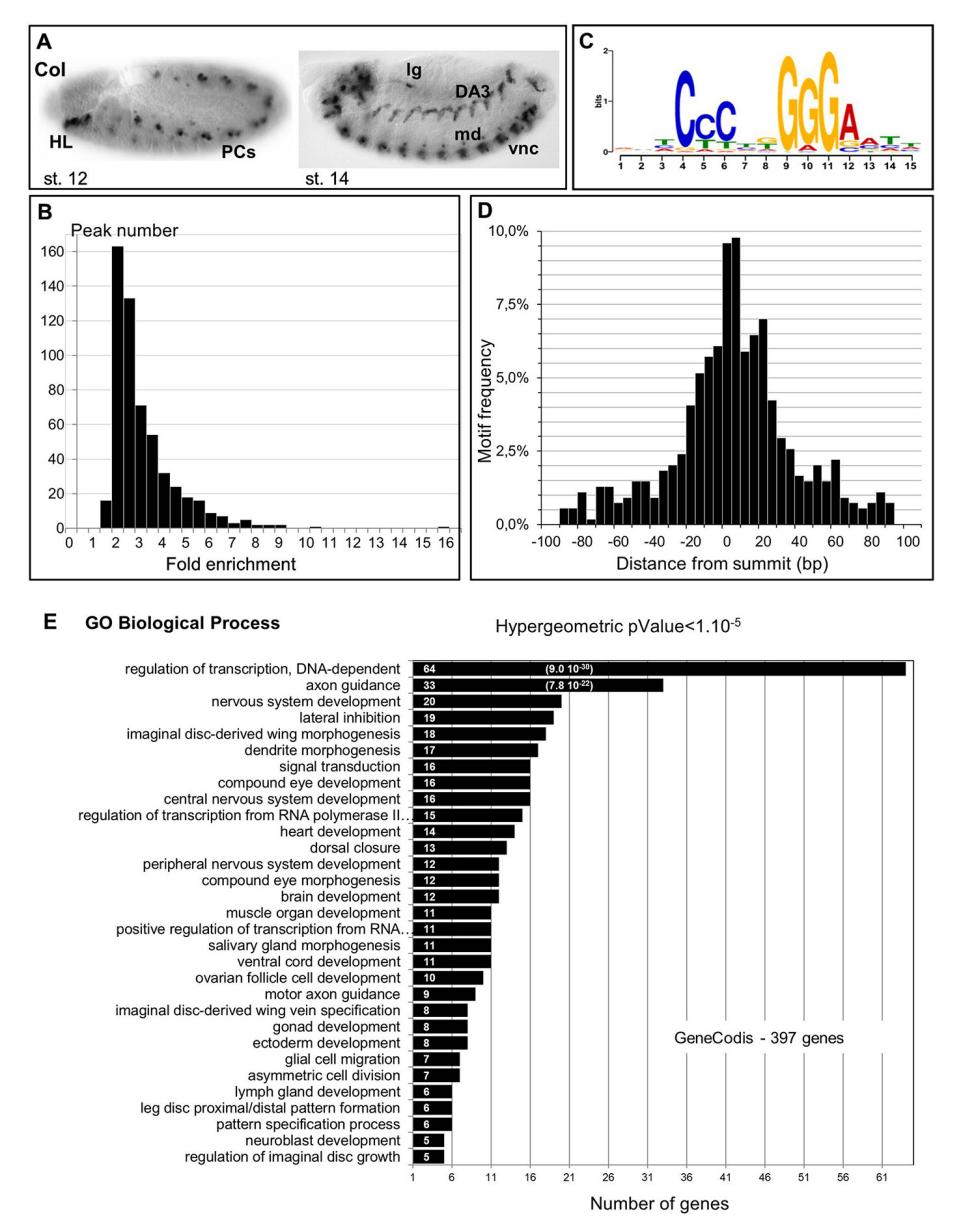
Genome-wide mapping of Col binding sites. (A) Col expression in stage 12 and stage 14 embryos, lateral view. In this and all subsequent figures, embryos are oriented anterior to the left. HL: hypopharyngeal lobe; PCs: dorso-lateral muscle progenitors; vnc: ventral nerve chord; lg: lymph gland; md: class IV multidendritic neuron. (B) Fold enrichment distribution of the 559 Col ChIP peaks selected using SISSRs. (C) Single most enriched sequence motif identified by MEME analysis in the 559 Col binding peaks. (D) Graphical representation of the position of Col-binding motifs relative to the center of Col binding peaks. The axis gives the number of motifs in each cluster. (E) GO clusters enriched in putative Col direct target genes. The p-Value of the top two clusters is given in brackets.

Low amounts of chromatin were obtained for each IP, correlating well with the small number of Col-expressing cells. We therefore pooled IP samples before sequencing. 

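Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA fragments to which a protein was cross-linked in embryos. Chromatin of stage 13 to 14 embryos, aged 10 to 12 h, was precipitated with a mix of 3 monoclonal anti-Col antibodies or, as a mock, with an antibody against the HA epitope tag. The paper names this antibody as clone 16B13 and the sample labels as clone 16B12. The sample labels also list a library of input DNA, which the paper's text does not describe. The Col-IP and the mock-IP were each sequenced as 1 library made from 2 pooled IPs, so there were no replicate libraries and the spread between IPs could not be measured. The paper's depth is 16100000 unique reads for the Col-IP and 13100000 for the mock-IP. The values used here are the deposited list of summits, which carries no read counts. To make it, the authors aligned the reads to BDGP release 5 (dm3) with Bowtie, removed plasmid sequences left by the elution with recombinant Col, and called peaks with SISSRs at a p-value threshold of 0.1 and an E-value threshold of 1500, keeping one read per coordinate. Each summit is 1 base wide and carries a gene label, given by PeakAnalyzer or by curation, and the fold enrichment that SISSRs assigned to it. This fold enrichment is the authors' value and serves only to describe, rank, filter and compare peaks within the list. All 559 summit positions end in the same digit, so positions were called on a 10 bp grid. The summits were joined by position to the Col sites of S1 File and to the position classes of S1 Table. The lenient thresholds, the joining distance, and the motif pattern and strand used to read the sites are choices that could change the numbers. The thresholds themselves were not varied here.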

18.3x10^6^ and 14.6x10^6^ immuno-precipitated fragments of 190 bp average size were sequenced for the Col-IP and mock (HA-IP) samples, respectively (dataset GSE 67805). The sequences were aligned to the *D*. *melanogaster* genome (BDGP release 5) using Bowtie v0.12.7 [37]. 16.1x10^6^ and 13.1x10^6^ unique reads for the Col and mock-IP, corresponding to 25 and 22 times the *Drosophila* genome size, respectively, were kept for analysis. Peak calling using the SISSRs software [42] detected 559 Col binding peaks (pvalue threshold = 0.1, eValue threshold = 1500), with a fold enrichment ranging from 1.94 to 16.1 (Fig 1B and S1 Table). 

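The deposited list held 559 summits. Their fold enrichment had a median of 2.85 (95% order-statistic interval 2.75 to 2.96), with quartiles of 2.38 and 3.74. Low values dominated, since 308 summits (55.1%, 95% Wilson interval 51.0 to 59.2%) lay under 3 and 15 lay under 2. At the upper end, 67 summits (12.0%, interval 9.55 to 14.9%) reached 5 and 2 reached 10. The highest summit, at 16.17, stood apart from the next, at 10.58. Keeping only summits with a fold enrichment of at least 3 left 251 peaks, the alternative that moved the count most. Intervals cover counting error over peaks and not the variation between IPs.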

The peaks were located either in introns or intergenic regions, consistent with Col binding *in vivo* to cis-regulatory regions.

*de novo* motif discovery was then performed on the entire set of 559 Col peaks, using the MEME suite software [43]. 200 nucleotides long windows centered on each peak’s summit were considered for this analysis (S1 File). It revealed that 97% of the peaks (542/559) contain one motif of consensus sequence CCCnnGGGA (Fig 1C). This consensus site is similar to the consensus *in vivo* binding site determined for mouse EBF in cultured lymphomas [44]. 

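A site of S1 File had its centre within 100 bp of 542 of the summits (97.0%, Wilson interval 95.2 to 98.1%), and 17 summits had none. With the reach shortened to 50 bp, the share was 80.7%. The 542 listed lines held 541 distinct sites, because a pair of summits shared one. Read on either strand, the exact sequence CCCNNGGGA was present in 203 sites (37.5%, interval 33.5 to 41.6%), and allowing 1 mismatch raised the share to 83.4%. At the central positions of the motif, 231 sites held all 6 specified bases of CCCNNGGG, 242 held 5 and 69 held 4 or fewer. Out of the 12 specified bases of ATTCCCNNGGGAAT, the sites held from 4 to 12, with a median of 8. The site with all 12 was ATTCCCGCGGGAATT at CG12484 on chromosome 2R, from 16301180 to 16301194, 15 bp from a summit with a fold enrichment of 4.73. This gene was singled out after its values were seen.

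**Figure D1:**
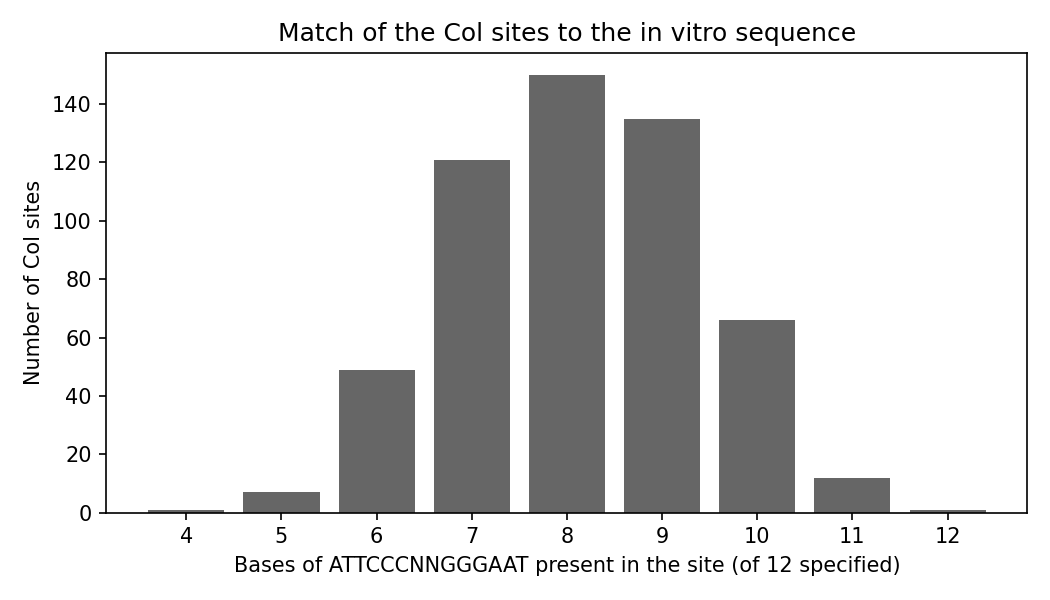
Number of Col sites (vertical axis) by the number of the 12 specified bases of ATTCCCNNGGGAAT they hold (horizontal axis). The bars are highest at 8 bases, with 150 sites, and fall to 1 site at 12 bases.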

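Base use was counted over the 542 sites on the strand of Fig 1C, on which CCCNNGGG occupies positions 4 to 11. S1 File prints the opposite strand: all 6 bases were found at these positions in 231 sites after reverse complementation and in 3 sites as printed. Position 15, just outside the in vitro EBF sequence, served as the comparison. A stood at position 13 in 51.5% of the sites and at position 15 in 26.0%, a difference of 25.5 percentage points (two-sided exact McNemar test, p = 1.93e-17). T stood at position 14 in 53.3% and at position 15 in 43.4%, a smaller difference of 10.0 percentage points (two-sided exact McNemar test, p = 0.000353). Compared with position 2 in place of position 15, T exceeded by 33.8 percentage points, and over a fixed share of 0.25 by 28.3. Position 2 is itself specified as T in the in vitro sequence, and T stood there in 19.6% of the sites. The larger difference against it thus reflects a weak match on that side and is no stronger evidence for T at position 14. The authors' search picked and oriented the sites by a motif that covers all 15 positions, so these differences and p-values, those for A and against position 15 included, describe the listed sites and are not independent of how the sites were picked. When T at position 14 was averaged with its mirror position on the opposite strand, the difference was 1.66 percentage points (Fisher's exact test, p = 0.560), which was not significant. Position 15 has no mirror position within the site and was read on one strand, so the sides of this comparison were not treated alike. Fisher's test here counted both strands of a site as separate readings and did not keep the pairing within sites. Reading the sites as printed, which numbers other bases, reversed the difference for T.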

Significant enrichment of positions 13 and 14 for A and T nucleotides, respectively, was also consistent with the ATTCCCNNGGGAAT sequence of the *in vitro* EBF binding site defined by selex [11]. The calculated E-value: 2,1e-381 and predominant position of the CCCnnGGGA motif close to the center of the ChIP peak (Fig 1D) supported the conclusion that this motif is bound by Col *in vivo*. 

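Among the 542 sites, 350 (64.6%, Wilson interval 60.5 to 68.5%) had their centre within 25 bp of the nearest summit. Sites spread evenly over the 200 bp window would give 27.4% (two-sided exact binomial test, p = 1.90e-72). The median distance was 17.5 bp, and 267 sites lay to the right of the summit against 269 to the left (exact binomial test, p = 0.966). The centring followed the match to the motif. Within 25 bp lay 74.5% (interval 68.5 to 79.7%) of the sites with all 6 bases of CCCNNGGG, 60.7% (54.5 to 66.7%) of those with 5 and 44.9% (33.8 to 56.6%) of those with 4 or fewer. From the E-value of the motif and its central position, the paper concludes that Col binds this motif in vivo.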

MEME analysis failed, however, to reveal other significantly enriched motifs, which could have represented binding sites for other sequence-specific TFs acting synergistically with Col in the different cell types where Col is expressed.

### Direct Col-target genes are enriched in transcription factors

PeakAnalyzer [41] associated the 559 Col ChIP-seq peaks to 415 genes (dm3/FlyBase R5.74). 

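The 559 summits carried 409 different gene labels. Of these, 6 labels joined the names of a pair of overlapping genes. Counting each gene of a joint label gave 415, in which Cha counts both alone and in Cha/VAChT, and the labels held 414 different gene names. Restricting the list to a fold enrichment of at least 3 left 202 labels.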

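Of the gene labels, 314 had a single Col peak, 66 had 2 and 29 had 3 or more. The 95 labels with 2 or more peaks took up 245 of the summits. The longest series was at sick, with 9 peaks spread over 105600 bp and fold enrichments from 2.19 to 4.1. At sli, 7 peaks lay within 28730 bp, with fold enrichments from 2.2 to 7.51. At a fold enrichment of at least 3, 36 labels still had several peaks.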

Several peaks (between 2 and 9) were associated with the same gene in 95 cases (S1 Table). 150 peaks (27%) were located 5’ and 100 (18%), 3’ of the nearest transcription start site (TSS), while most other peaks (309; 55%) were located in introns. 

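Joined to S1 Table, 309 summits were intragenic (55.3%, Wilson interval 51.1 to 59.3%), 150 lay on the 5' side of their gene (26.8%, interval 23.3 to 30.7%) and 100 on the 3' side (17.9%, interval 14.9 to 21.3%). The table's class does not separate introns from exons, and a dm3 annotation was not used here. The share of intragenic summits was 53.0% at a fold enrichment of at least 3, within the interval.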

Of course, this association did not exclude that, in some cases, the Col-bound region could act as remote enhancer for other/and additional genes [45], especially for those peaks found further than 10 kb from the nearest TSS (72 peaks; 13%). In 43 cases, the automatic peak association could be manually curated, to account for gene association issued from compared expression of Vienna Tiles (VT) reporter constructs [45] or other CRMs described in REDFly3.3., with that of nearby genes. 

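In the text of S1 Table, 6 summits carry a mark of curated annotation, 4 of them from Vienna Tiles and 2 from REDfly. The REDfly marks are on the summits at oc (chromosome X, 8511072, fold enrichment 4.07) and on the weaker summit at ap (chromosome 2R, 1629082, fold enrichment 2.02). Those from Vienna Tiles are on single summits labelled drl, CG42663, abd-A and CG10479, with fold enrichments between 2.03 and 2.6. Apart from ap, these genes were chosen after their values were seen.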

For 7 peaks, of which 4 were located far away from the nearest transcription start, this analysis modified the associated gene (S1 Table). The described embryonic expression patterns of 176 of the 415 Col targets (http://insitu.fruitfly.org/) indicated that 100 (57%) are expressed in the CNS and 45 (25%) in the mesoderm, consistent with the Col expression pattern in stage 12–14 embryos. In order to further associate Col target genes to biological processes we used GeneCodis [46]; [47]; [48] to perform a Gene Ontology (GO) analysis (Fig 1E). 397 out of 415 Col-bound genes had GO annotations for Biological Processes and were considered by GeneCodis. 156 were represented in at least one cluster (>5 genes) of p-value<10^−5^. Highly enriched GO terms identified several developmental processes, correlating with the diverse functions played by Col during mid-embryogenesis (Fig 1E). GO terms further revealed a statistically significant enrichment in the category “regulation of transcription”, with 64 of 397 (16%, P-value 9x10^-30^) annotated Col targets present in this category. This could, in part, be due to larger than average regulatory regions of developmental control genes [49]. Yet, several of these TF genes were already shown to act genetically downstream of Col in different cell types, thus validating our dataset. 

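At cnc, which encodes a transcription factor, the list held 1 summit, at position 19037652 of chromosome 3R (dm3). It was intragenic and had a fold enrichment of 8.03, rank 8 of all summits. The site GGTCCCTGGGGAATT, from 19037647 to 19037661, had its centre 2 bp from the summit and held 10 of the 12 specified bases of the in vitro sequence.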

One example was *cap n’ collar* (*cnc*), which acts downstream of Col in head patterning [5]; [26]. In addition to *cnc*, the dataset included *pox-meso* (*poxm*), *slouch/S59* and *col* itself which are regulated by Col in specific muscle lineages [33]; [32], and *apterous* (*ap*), *even-skipped* (*eve*), and *eyes-absent* (*eya*) which are regulated by Col in specific subsets of VNC neurons [28]; [31]. *eve* expression depends upon Col in a specific subset of neurons, the Eve-lateral (EL) neurons [31]. 

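Each of these genes had at least 1 summit. Poxm had an intragenic one at 4156682 of chromosome 3R (fold enrichment 3.08), with a site 10 bp away. The summit of slou, on its 3' side at 17371382 of chromosome 3R (4.32), lay 81 bp from the centre of its site, GGACTCTTGGGAGCT. The list names col by its synonym kn and gives it 3 intragenic summits on chromosome 2R, at 10687092 (fold enrichment 3.55), 10688182 (3.26) and 10690402 (2.66).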

Previous dissection of *eve* cis-regulatory elements identified a 0.7kb genomic region, EveEL, specifically required for *eve* expression in EL neurons [50]; [51]. 

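A single summit was labelled eve, at position 5869442 of chromosome 2R (dm3), on the 3' side of the gene. Its fold enrichment was 4.38, and the site CCGCCCTGGGGAATT, from 5869438 to 5869452, had its centre 3 bp away.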

We found that Col binding to *eve* precisely mapped within EveEL (S1 Fig). The congruence between *col*/*eve* epistatic interaction, and matching genomic positions of EveEL and *in vivo* Col binding, led us to propose that Col binding reflected direct *eve* regulation in EL neurons. By extension, GO analysis suggested that Col directly regulates the transcription of various other TFs.

In summary, our ChIP-seq analysis identified 415 potential direct Col targets, among which 64 transcription regulators, suggesting that Col occupies a hierarchical position in a diversity of transcription regulatory networks. More than half of putative Col targets are “unknown” genes for which Col binding provides an entry site for studying their developmental expression and biological role.

### Selection of candidate Col direct targets

Identification of Col chromatin binding sites provided an opportunity to identify genes regulated in different Col-expressing cells and the corresponding CRMs. Here, we focused on a small set of 10 candidate Col targets. Selection was based on a number of criteria, including a range of peak heights (from 2.39 to 8.03); genes displaying from 1 to 6 Col peaks; documented expression, especially in the nervous system and/or mesoderm (http://insitu.fruitfly.org/); GO analysis (Fig 1E) and previous literature on Col embryonic functions. It included 8 TFs or co-factors—*ap*, *eya*, *jing*, *Myocardin-related transcription factor* (*Mrtf*), *nervous fingers-1* (*nerfin-1*), *O/E-associated zinc finger protein* (*Oaz*), *and sine oculis* (*so*)—and two transmembrane proteins, *Amalgam* (*Ama*), and *thickveins* (*tkv*) (Table 1). 

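In the deposited list, the summits inside the constructs of the selected genes ran from 2.39, the weaker summit at eya, to 8.03. Ama (2.53) and Mrtf (2.57) were at the low end, under the median of all peaks. Those of tkv (4.24), so (5.32) and nerfin-1 (5.59) lay above the upper quartile.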

Among TFs, *ap* and *eya* were chosen because of prior evidence for their regulation by Col in specific neurons, with no evidence that this control was direct [28]; [52]. *eya* encodes a protein with tyrosine phosphatase activity which is a partner of SIX homeodomain TFs (D-Six4, Optix and So in *Drosophila*) [53,54]. *so* is the only *SIX* gene bound by Col *in vivo*. 

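Among the genes of this homeodomain family, so had 1 intragenic summit, at 3320732 of chromosome 2R. Its site, CCTCCCCGGGGCATT from 3320721 to 3320735, lay 4 bp from it. No summit was labelled with Optix or Six4 under any of the 11 and 8 names searched for them. A label names the gene assigned to a summit, so a site assigned to a neighbouring gene is not counted.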

Oaz is the *Drosophila* ortholog of vertebrate Oaz/Zfp243, the only TF reported to physically interact with EBF [55]; [56].

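The coordinates of the 11 constructs of S2 Table, col2.3-0.9 included, were compared with the summits. They were from 900 to 1620 bp long and held 12 summits, at least 1 each. The nearest summit lay from 8.5 bp (Mrtf_Col) to 162.5 bp (eya_Col) from the centre of the construct, with a median of 32.5 bp. Measured to the site of S1 File in place of the summit, the median was 38 bp.

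**Figure D2:**
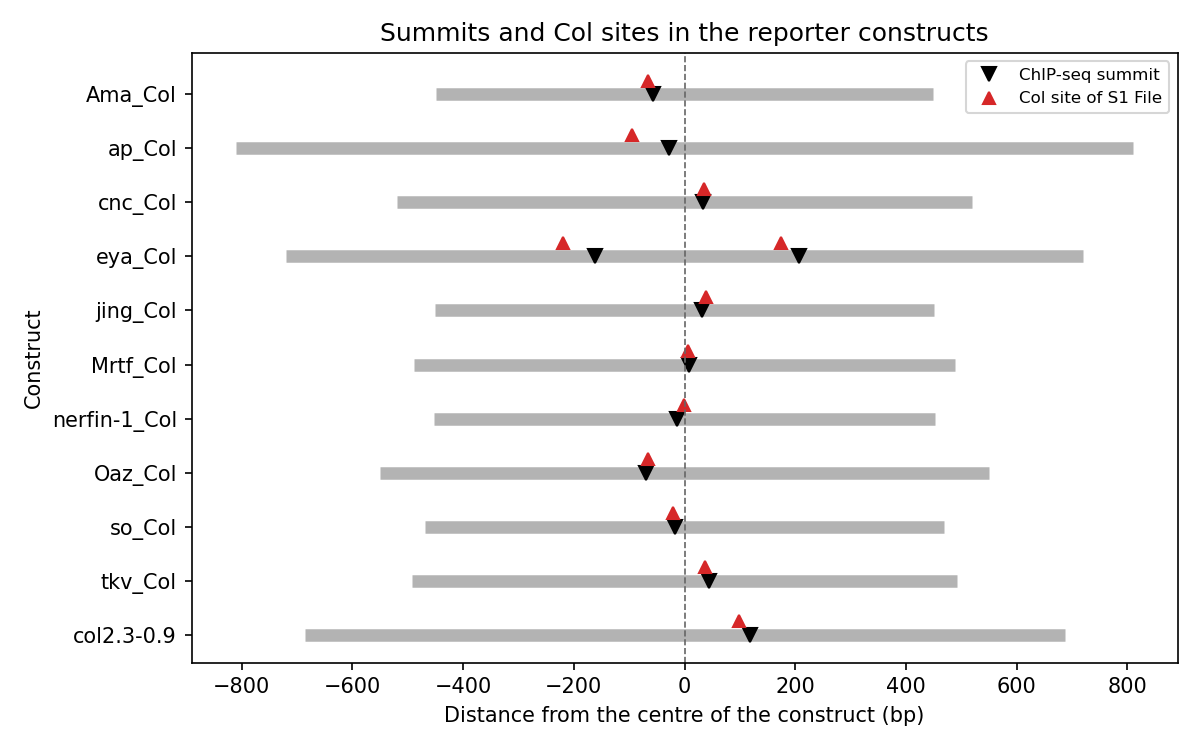
Position of summits (black) and of the Col sites of S1 File (red) relative to the centre of each construct (grey bar, dashed line at the centre), in bp. Every bar holds at least 1 summit, and eya_Col holds 2, on opposite sides of its centre.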

For each gene in our selection, we cloned 1 kb fragments centered on the Col peak summit, upstream of a *moe-GFP* reporter construct and followed GFP expression in transgenic *Drosophila* lines. Each CRM construct was given the name of the gene, followed by _Col (Table 1 and S2 Table). For *jing* and *Oaz* which display 5 and 4 Col peaks, respectively, we analyzed one peak per gene, where the nucleotide sequence of the predicted Col recognition site was well conserved between 12 different *Drosophila* species ([57]; [58]; Dataset GSE 67805). 

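The list held 4 intragenic summits labelled jing, with fold enrichments of 6.06, 5.2, 5.17 and 4.94. The cloned one, 5.17, lies at 2482582 of chromosome 2R. For Oaz it held 6 summits, of which the one at 8.51 lay on the 5' side of the gene and the others were intragenic. The cloned one, at 10340172 of chromosome 2R, had a fold enrichment of 5.12. The remaining summits had 16.17, 8.51, 2.23, 2.15 and 2.02, so a pair of higher summits at Oaz was not cloned.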

For *eya*, which displays 2 nearby peaks, they were analysed together as well as separately. To precisely determine the role of Col binding for CRM activity, we made a parallel series of constructs in which the predicted Col binding site(s) was mutated at 3 nucleotide positions by substituting CCCNNCCC for CCCNNGGG (S2 Table). This substitution was shown to abolish EBF binding *in vitro* [11]. As an *in vivo* control, we mutated the Col binding site in the *col*2.3–0.9 CRM (*col*2.3–0.9^mut^). *col-2*.*3–0*.*9* ^*mut*^ activation in the head was not modified, while expression was severely reduced in the DA3 muscle where *col*2.3–0.9 is subject to autoregulation [33], showing that our reporter strategy could identify context-dependent direct regulation by Col (S2 Fig).

Analysis of the 10 candidate CRMs revealed overlap with Col expression in various tissues (Table 1), including the head hypopharyngeal lobe (HL) (*Ama*, *cnc*; Fig 2), the LG (*jing* and *tkv*, S3 Fig), specific VNC neurons (*ap*, *eya*, *nerfin-1;* Figs 3 and 4 and S4 Fig), body wall muscles (*eya*, *Mrtf*, *oaz*, *so*, Fig 5 and S5–S7 Figs). *tkv_*Col and *jing_*Col were expressed in numerous cell types, including the LG. Since LG development is a dynamic process [27], we compared *tkv_*Col with *tkv_*Col^mut^, and *jing_*Col with *jing_*Col^mut^ expression by ISH at two developmental stages, in order to detect subtle transcriptional regulation potentially hindered by the time lag between moeGFP transcription and protein accumulation (S3 Fig). Upon mutation of the Col binding site, expression of both reporters was specifically decreased in the LG, indicating that Col positively regulates *tkv_*Col and *jing_*Col activity in this tissue. However, since the decreased expression was only indubitable in about half of the embryos, these targets were not investigated in more detail.

**Fig 2:**
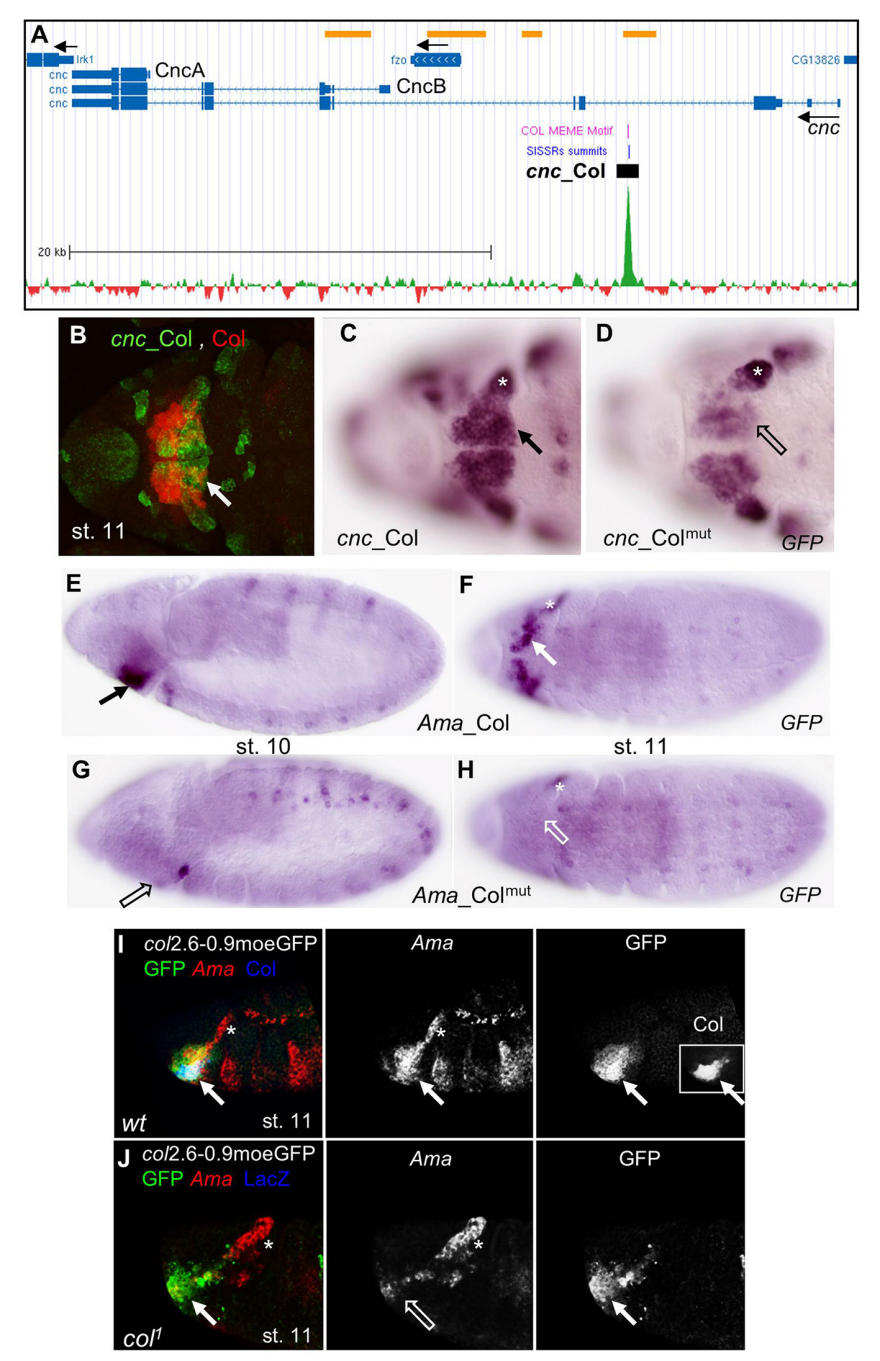
Col control of *cnc* and *Ama* expression in the head. (A) Annotation of the Col peak in *cnc*, adapted from *Gene Browser* (GEO submission GSE67805). 39,5 kb of *cnc* genomic region are shown (Chr3R: 19.009.000–19.048.500) with the Flybase gene annotation indicated by bars (transcribed regions) and intervening blue lines (introns). Black arrows indicate the direction of transcription of *cnc* and *fuzzy onions* (*fzo*), *inwardly rectifying potassium channel 1* (*Irk1*). The *cnc* transcripts coding for the protein isoforms CncA and CncB are indicated. ChIP-seq data for Col (green) substracted from HA (mock) data (red) are shown on the bottom. The Col Dam-ID binding regions [59] are indicated by yellow bars, top line. The summit of the ChIP-Col peak identified by SISSRs and position of the Col binding site(s) identified by MEME are indicated by blue and violet lines, respectively; the position of *cnc_*Col is represented by a black box; scale is indicated. (B-D) Ventral anterior views of stage 11 embryos. (B) Overlap between *cnc_*Col (GFP, green) and Col (red) expression in the HL (white arrow). (C) *cnc_*Col and (D) *cnc_*Col^mut^ mRNA expression, showing down-regulation of *cnc_*Col^mut^ in the mandibular segment (open arrow). (E,F) *Ama*_Col, (G,H) *Ama*_Col^mut^ expression in stage 10 (E,G) and 11 (F,H) embryos. HL *Ama*_Col expression (arrow) is lost in *Ama*_Col^mut^ (open arrow). (I, J) Overlap between *Ama* (red), Col (blue), and *col*2.6–0.9moeGFP (green) expression in the HL (white arrow) in stage 11 wt (I), and *col* ^*1*^ mutant embryos (J). Separate signals for *Ama*, GFP (I, J) and Col (inset in I, left panel) are shown in black and white. *Ama* expression is specifically lost in the HL in *col* ^*1*^ mutants. The asterisk in C, D, F, H, J indicates *Ama* and *cnc* expression independent on Col.

**Fig 3:**
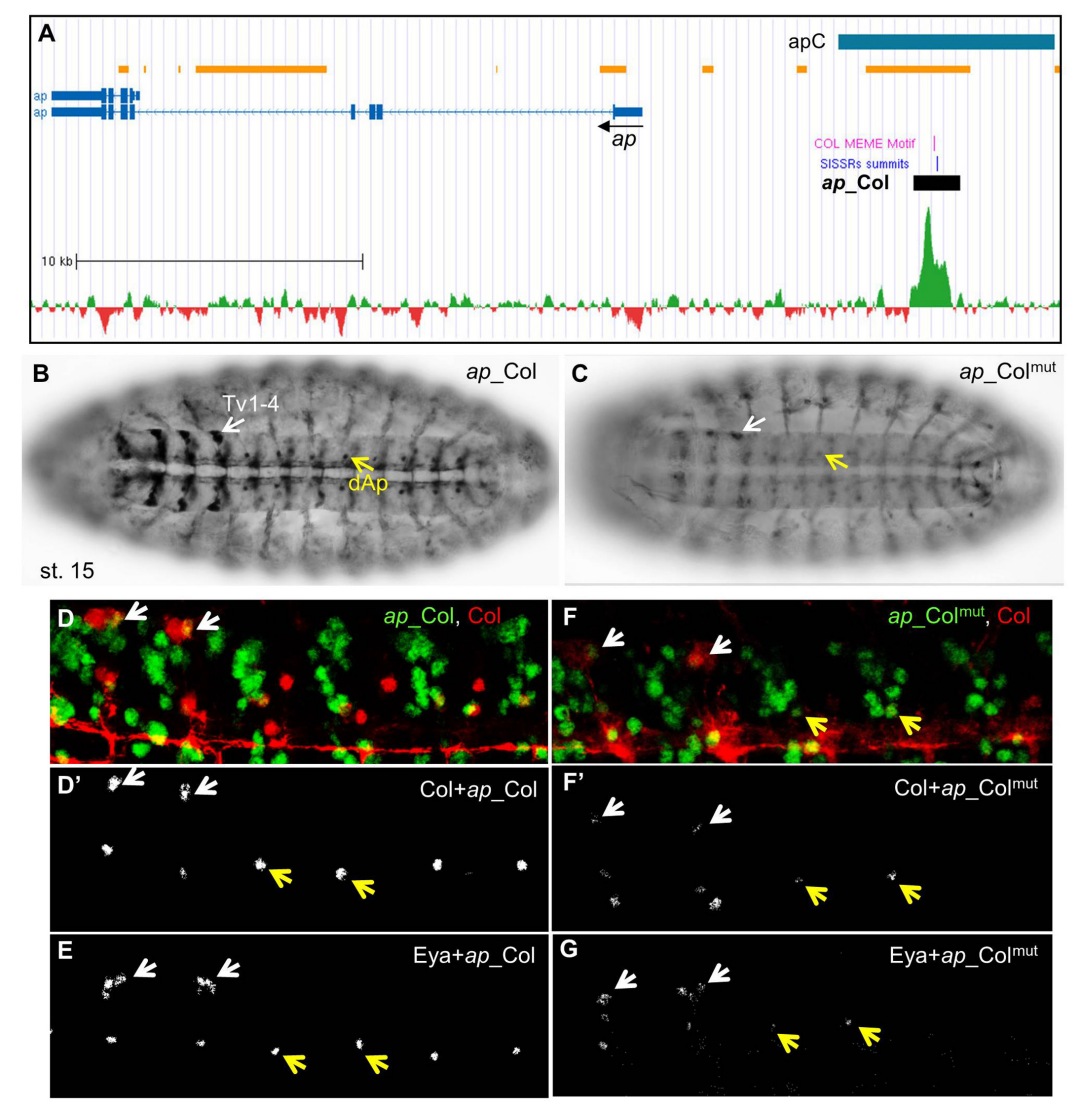
Col direct control of *ap* expression in Ap neurons. (A) Annotation of the Col peak in *ap*, same representation as in Fig 2A; 35.8 kb of the *ap* genomic region are shown (Chr2R: 1.593.000–1.628.800); the previously described apC enhancer is represented by a blue box. (B) *ap*_Col (GFP) expression in the dAp (yellow arrow) and Tv1-Tv4 neurons (white arrow) in stage 15 embryos, ventral view. (C) *ap*_Col^mut^ expression is severely reduced in dAP neurons and Tv neurons. (D,D’) Close up view of 4 segments of stage 16 embryos, showing the specific overlap between Col (red) and *ap*_Col (green) in the Tv1 and dAp neurons. (E) all Tv neurons express *ap*_Col and Eya. (F,G) *ap_*Col^mut^ expression is lost in dAp and strongly reduced in Tv neurons.

**Fig 4:**
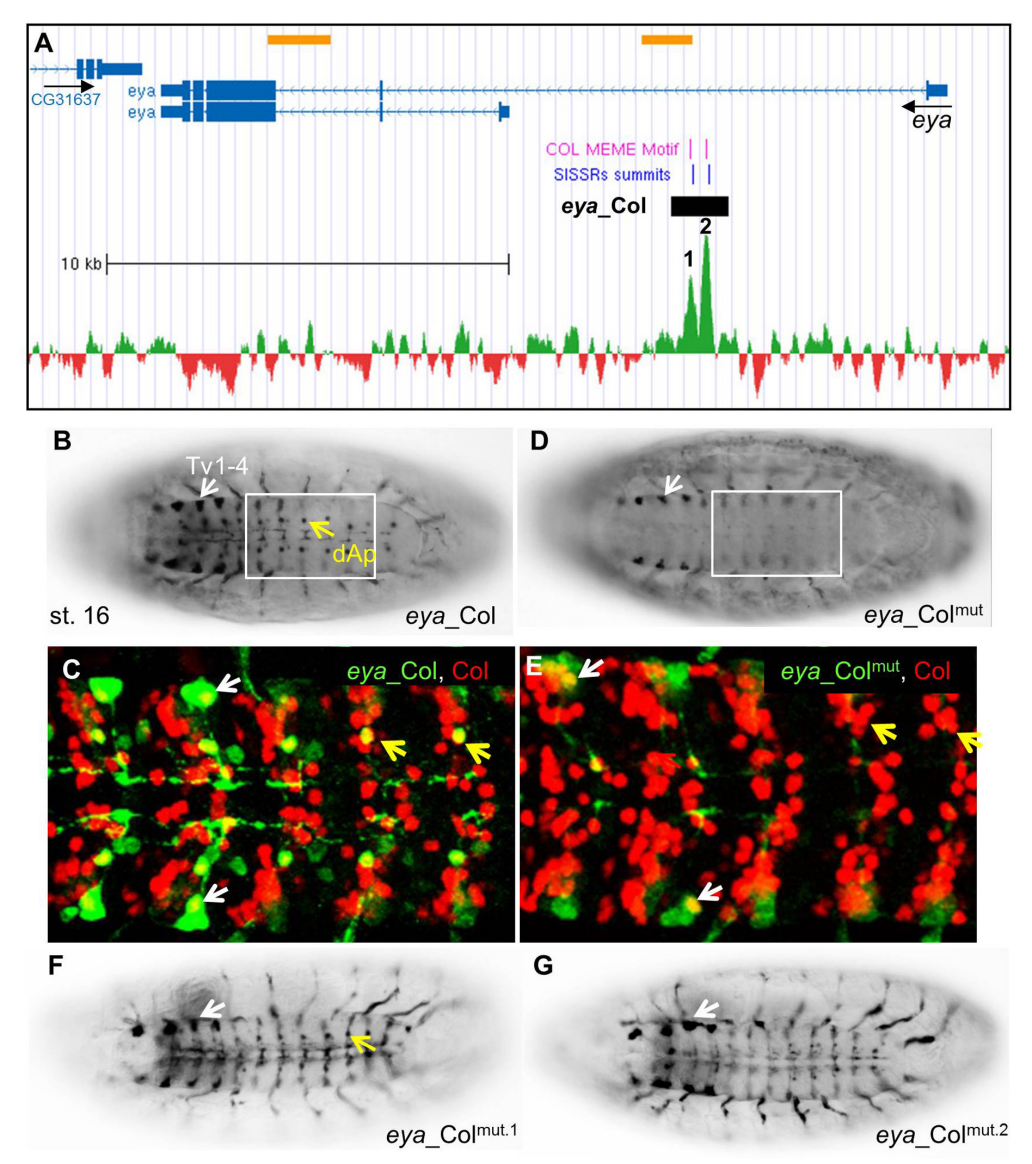
Col direct control of *eya* expression in Ap neurons. (A) Annotation of the Col peaks in *eya*, same representation as in Fig 2A; 24 kb of the *eya* genomic region are shown (Chr2L: 6.524.500–6.548.500); the summits of the two ChIP-Col peaks are numbered 1 and 2. (B, C) *eya_*Col (GFP) expression in the dAp (yellow arrow) and Tv1-Tv4 neurons (white arrow) in stage 16 embryos, ventral view. (C) Close up view of abdominal segments, showing the specific overlap between Col (red) and *eya_*Col (green) in the dAp (yellow arrow) and Tv1 neurons (white arrow). (D, E) *eya_*Col^mut^ expression is lost in dAP neurons and reduced in TV neurons. (F, G) Mutation of the Col binding site 2 (G), but not site 1 (F) eliminates *eya_*Col (RFP) expression in dAp neurons (yellow arrow).

**Fig 5:**
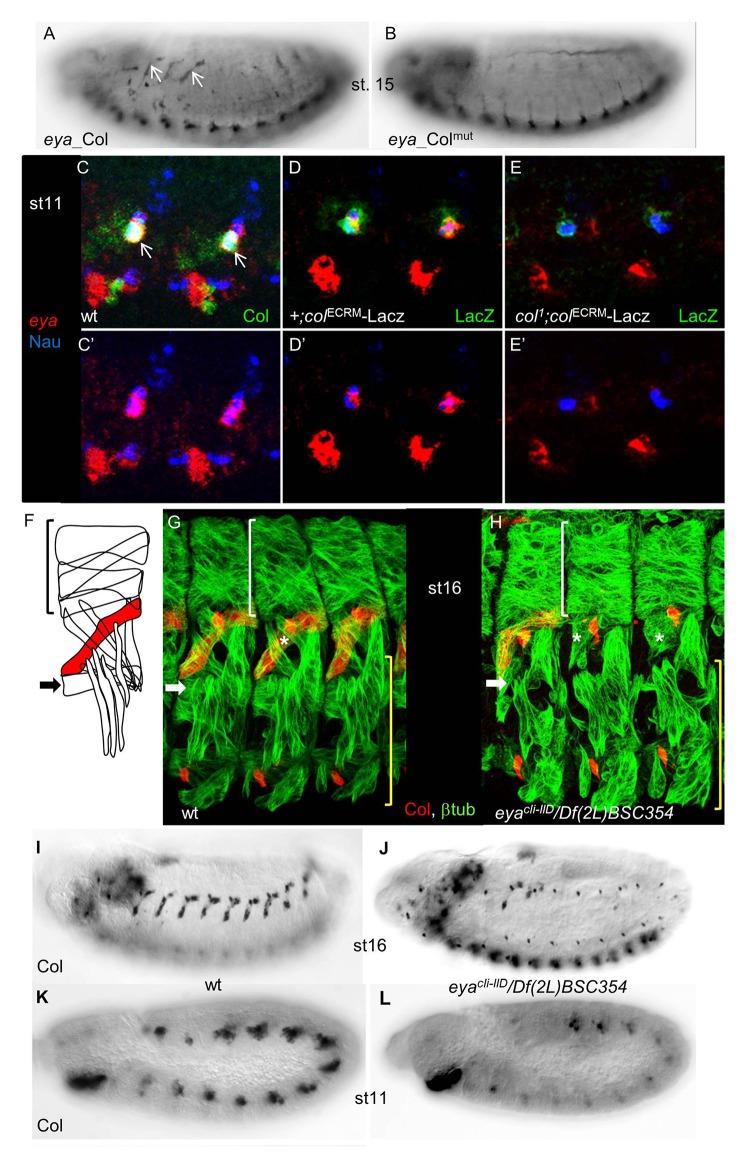
Cross-regulation between *eya* and *col* is required to specify dorso-lateral muscles. (A) *eya_*Col (GFP) expression in the DA3 muscle (arrows) in stage 15 embryos, is not detected for *eya_*Col^mut^ (B). (C-E) Triple staining of st11 wt (C), *+;col* ^*eCRM*^ *-lacZ* (D) and *col* ^*1*^ *;col* ^*eCRM*^ *-lacZ* (E) embryos for Nau (blue), *eya* transcripts (red), and either Col (C) or β-galactosidase (D,E) (green), shows co-expression of Col, *col* ^e-CRM^-LacZ, Nau and *eya* in DL muscle PCs (white arrow). (C’-E’) only Nau and *eya* stainings are shown. *eya* transcription is specifically lost in DL PCs in *col* ^*1*^ mutant embryos (E,E’); dorso-lateral view of the T2 and T3 segments is shown. (F) Schematic drawing of the dorsal, dorso-lateral and lateral transverse muscles in a stage 16 wt embryo, with the DA3 muscle in red and the LL1 muscle indicated by an arrow. (G, H) Staining of stage 16 wt (G) and (H), *eya* ^*cIi-IID*^ */Df(2L)BSC354* (null) mutant embryos for Col (red) and β3-tubuliin (green). Lateral view of 3 segments. In absence of *eya*, Col expression is lost in most segments, the LL1 muscle is missing (white arrow) and the DA3 muscle (asterisk) malformed. White brackets indicate dorsal, unaffected muscles while the lateral transverse and ventral muscles (yellow brackets) are moderately affected. (I-J) Col immunostaining of st.16 wt (I), and (J) *eya* mutant embryos, showing the loss of Col muscle expression in most segments (see also G, H), in *eya* mutants. (K, L) promuscular Col expression, early stage 11, is reduced in *eya* mutant embryos (L), compared to wt (K).

### Col targets in the head

Col is required for head patterning in the embryo, downstream of gap genes [23], more specifically in parasegment 0 (posterior intercalary and anterior mandibular segment; also described as HL from stage 11), where it regulates expression of the segment polarity gene *hh* and the segment identity gene *cnc*. Other than *col* itself [33], *hh* was the only direct Col target previously characterized [34]. Col ChIP-seq failed to detect binding to *hh*, perhaps because it is regulated at earlier developmental stages than used for our ChIP-seq [23]; [34]. 

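No summit was labelled hh under any of the 17 names searched. The lowest fold enrichment in the list was 1.94. Peaks were called on p-value and E-value thresholds, so the list cannot show whether weaker binding occurred at hh.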

Concerning *cnc*, *cnc_*Col expression reproduced *cnc* expression in the HL, i.e. partly overlapping that of Col (Fig 2B) [26]. Since rapid morphogenetic movements occur in the head between embryonic stages 8 and 12, we compared *cnc_*Col and *cnc_*Col^mut^ expression by ISH. Lower *cnc_Col* ^mut^ expression was observed in the HL, compared to *cnc_*Col, suggesting that Col regulation of *cnc* via *cnc_*Col contributes to robustness of *cnc* expression (Fig 2C and 2D). *Ama*_Col expression also overlaped that of Col in the HL (Fig 2E and 2F). *Ama_*Col^mut^ expression was not detected in the HL, suggesting a direct control of *Ama* activation by Col (Fig 2G and 2H). We then examined endogenous *Ama* transcription and found that it was specifically lost in the HL, in *col* mutant embryos, confirming that this expression is under direct Col control (Fig 2I and 2J). Together, analysis of *Ama*_Col and *cnc_*Col indicated that *Ama* and *cnc* expression is under direct Col regulation. Beyond, it showed that Col binding to embryonic chromatin could identify new genes involved in head development.

### Col targets in neurons

Col is expressed in various subsets of interneurons displaying diverse molecular identities and neurotransmitter phenotypes [31]. *nerfin-1*, a TF essential for the expression of a subset of axon guidance genes in nascent neurons and expressed in most neuroblasts and nascent neurons [60], was found among Col targets. We found that *nerfin-1_*Col overlaps with the neuronal *nerfin-1*-6 enhancer [61] and is widely active in the VNC at stages 14–15, raising the question of a modular regulation in Col expressing-neurons. We noticed, however, that, beyond stage 15, *nerfin-1_*Col^mut^ expression was lost in a few lateral neurons (S4 Fig), which we identified as EL neurons by Eve antibody staining (data not shown). As mentionned above, Col controls *eve* expression in EL neurons [31], likely directly (S1 Fig). Whether *nerfin-1* regulation by Col is only direct or also contributed by Eve in a feed-forward process is an open question. Several Col peaks were found to overlap with DNA fragments driving reporters active in EL neurons in stage 16 embryos (http://www.janelia.org/gal4-gen1) [62]. It will be interesting to see in the future which of the associated genes are direcly regulated by Col in these neurons.

#### Col directly regulates *ap* and *eya* in peptidergic Ap-neurons

Studies of the transcriptional regulatory network controlling the peptidergic identity of Ap-expressing neurons showed that Col regulates both Ap and Eya expression in the segmental dorsal AP (dAP) neurons and the Tv1-4 neurons which form only in thoracic T1-T3 segments, and *dimmed* (*dimm*, FBgn0023091; a bHLH transcription Factor), expressed in the Tv1 (Tvb) neuron, from stage 16 [28]. Col, Ap, Eya, and Dimm act together to activate Dopamine D1 Receptor (DopR) and Neuropeptide-like precursor 1 (Nplp1) specifically in Tv1 and, possibly the dAp neuron, thereby specifying their peptidergic identity. Although this cascade represents one of the best-studied neuron subtype transcription networks [28]; [52], direct transcriptional regulations remained to be established. 

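The gene labels were searched for dimm, DopR and Nplp1 under 8, 21 and 12 names, respectively, and none was found.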

We did not detect Col peaks in either *dimm*, *DopR* or *nplp1*, suggesting that regulation by Col was indirect or occurred later than stages used for ChIP-seq. However, the presence of Col peaks in *ap* and *eya* suggested a direct regulation, especially since the *ap* Col peak mapped within apC, an upstream region driving neuronal *ap* expression [63]; [28] (Fig 3A). *ap_*Col reproduced *ap* expression in the dAp and 4 Tv neurons in stage 15 embryos (Fig 3B). 

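The stronger summit at ap, on the 5' side of the gene at 1624602 of chromosome 2R, had a fold enrichment of 5.4. S1 File lists a single site for it, GGTCCGTTGGGAACC from 1624527 to 1624541, with its centre 68 bp away and 5 of the 6 bases of CCCNNGGG. This search lists at most one site per window.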

Immunostaining for *ap_*Col and either Col or Eya at stage 16 confirmed that only Tv1 and dAp maintain Col expression [28]; [52] (Fig 3D and 3E), confirming transient Col activity in the other Tv neurons. *ap_*Col encompasses two close Col binding sites which were both mutated in *ap_*Col^mut^ (S2 Table). *ap_*Col^mut^ expression was drastically reduced, when detected, in Tv and dAP neurons (Fig 3C, 3F and 3G), indicating that regulation of *ap* by Col in these neurons is direct.

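The summits at eya lie at 6541032 and 6540662 of chromosome 2L, 370 bp apart and both intragenic. The stronger one, with a fold enrichment of 3.99, had the site GCACCCCAGGGCTTA (6540991 to 6541005) with its centre 34 bp away. For the weaker one, at 2.39, the site CATCCCTGGGGGTCT (6540597 to 6540611) was 58 bp away. Both sites held all 6 bases of CCCNNGGG and 7 of the 12 specified bases of the in vitro sequence.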

Concerning *eya*, two nearby Col peaks were identified in the first intron, each centered on a Col consensus recognition site (Fig 4A and S2 Table). *eya_*Col was designed to encompass both sites. It reproduced *eya* expression in the dAp and Tv neurons at stage 16, i.e., at a later developmental stage than *ap_*Col (Fig 4B and 4C). When both Col sites were mutated, *eya_*Col^mut^ expression was completely lost in dAp but only reduced in the Tv1-4 cluster (Fig 4D and 4E), indicating that Col is required for *eya* activation in dAp neurons, and up-regulation in Tv neurons. We then mutated separately each predicted Col site. *eya_*Col^mut.2^ showed no expression in dAP neurons while *eya_*Col^mut.1^ was still expressed, although more weakly than *eya_*Col (Fig 4F and 4G). We thus conclude that Col site 2 is strictly required for *eya* transcription in dAP neurons, while Col site 1 could confer robustness to regulation by Col. In conclusion, Col binding to chromatin showed that it directly controls *ap* and *eya* expression in specific subsets of neurons and identified the related CRMs.

### Col targets in dorso-lateral muscles

Col is transiently expressed in muscle PCs at the origin of DL muscles, before being uniquely maintained in the elongating DA3 muscle. Time-series datasets for Mef2 and RNA Pol II binding to chromatin and marks of open chromatin and/or active enhancers, H3K79me3 and H3K27ac [64]; [65]; [66] were suggestive of *eya_*Col, *Mrtf*_Col, *Oaz_*Col and *so_*Col activity in the mesoderm (S2 Table). We found that *eya_*Col was stochastically expressed in the DA3 muscle, mainly in thoracic segments (see below, Fig 5A). *so_*Col and *Oaz_*Col were expressed in the DA3 and other DL muscles. The expression pattern of *so_*Col^mut^ did not, however, significantly differ from that of *so_*Col (S5 Fig) while *Oaz_*Col^mut^ expression was lost (S6 Fig). Lastly, *Mrtf*_Col expression was observed in virtually all muscles, but not altered upon mutation of the Col binding site (S7 Fig). In two cases, *eya_*Col and *Oaz_*Col, their expression was dependent upon the predicted Col binding site. In 2 other cases, *so_*Col and *Mrtf*_Col, a direct regulatory role for Col binding was left uncertain.

### Cross-regulation between *col* and *eya* reveals new complexity in the muscle specification process

*eya_*Col expression was also observed in the DA3 muscle. Furthermore, this expression was lost with *eya_*Col^mut^ (Fig 5A and 5B) and down-regulated by mutating either Col site 1 or 2 (data not shown). *eya* was previously reported to be broadly expressed in the somatic mesoderm at stage 9, and assigned a rather general function in modulating somatic myogenesis [67], while *col* was only required in DL muscles [32]. The *eya* and *col* mutant phenotypes and *eya_*Col expression evoked the possibility of *eya*/*col* cross-regulation in DL muscle lineages. Immunostaining stage 11 embryos for both Col and Nautilus (Nau), to identify muscle PCs and FCs [68], together with *eya* ISH, revealed that *eya* and Col are co-expressed in DL PCs, including the PC giving rise to the DA3 muscle (Fig 5C and 5C’). We therefore examined *eya* expression in *col* ^*1*^ mutants. To circumvent the lack of detectable Col protein in these mutants, we used the early mesodermal *col* CRM (col^ECRM^-LacZ; [69] to follow *col*-expressing myoblasts (Fig 5D and 5D’). Triple staining for β-gal, Nau and *eya* showed that *eya* expression was strongly decreased, when not lost, in *col* mutant DL PCs, showing that Col regulates *eya* transcription at that stage (Fig 5E and 5E’). Since a DA3 phenotype has not been previously noted, we re-examined the *eya* DL muscle phenotype [67]. Loss of LL1, and malformation of DA3 muscles was observed with high frequency in *eya* ^*cli-IID*^ */Df(2L)BSC354* embryos completely lacking *eya* function (Fig 5F–5H). This was correlated with the loss of muscle Col expression (Fig 5I and 5J), which could be traced back to stage 11, during the process of selection of PCs from the Col-expressing promuscular cluster (Fig 5K and 5L). These results indicated that *eya* activity was required for high level *col* expression at that step. Together, the reciprocal changes of *eya* and *col* expression in *col* and *eya* mutants and related muscle defects, led us to conclude that regulation of *eya* by Col in muscle PCs is direct, and that cross-regulation between *col* and *eya* genes is critical for establishing the *Drosophila* muscle pattern.

Col appears to directly regulate *eya* in specific muscle and neuronal lineages, via binding to the same genomic sites (Fig 6). This provides the first example of diversification of Col regulatory functions, through differential regulation of the same gene in different cell contexts.

**Fig 6:**
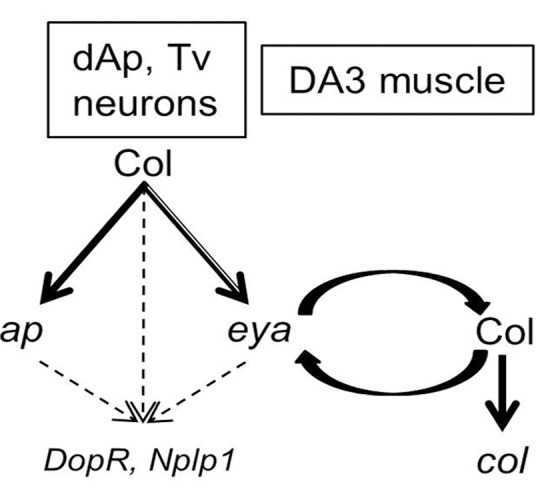
Scheme for Col direct regulation of *ap* and *eya* in specific neuron and muscle lineages. Col directly controls *ap*_Col and *eya*_Col CRM activity in the Tv and dAP neurons and *eya*_Col and *col*_Col CRM in the DA3 muscle lineage. The two Col binding sites in *eya*_Col CRM are not functionally equivalent (double arrow). *eya* and *col* cross-regulate each other in the DA3 PC. Control of *DopR* and *Nplp1* expression in Tv and dAP neurons (Baumgardt et al., 2007) could be indirect.

## Discussion

Col is dynamically expressed and is required in various developmental processes during *Drosophila* embryogenesis. Through genome-wide mapping of Col chromatin binding sites, we identified direct Col targets, among which transcription regulators, indicating that Col contributes both directly, and through activation of other TFs, to various TF combinatorial codes defining cell identities. Examples are the direct regulation of *ap* and *eya* in specific Ap neurons and the cross-regulation brought to light here, between *eya* and *col*, during specification of dorso-lateral muscle identity.

### Col direct gene targets

ChIP-Seq analysis of chromatin from 10–12h old embryos identified 559 Col binding peaks, corresponding to 415 potential Col direct target genes. Studies of 10 targets revealed regulation by Col in different cell-types, confirming the versatility of Col regulatory functions. Of note, our selection of Col targets included genes with known expression profiles and was therefore biased towards positive regulation. It does not exclude that Col could repress some of its targets. 792 regions binding Col/Kn were independently identified in 0 to 12h embryos by the modENCODE cis-regulatory annotation project [70]. The modENCODE genomic regions did not significantly overlap with the positions of Col peak summits mapped here, however, and we could not detect an enrichment of the EBF/Col motif in the modENCODE peak collection. One possibility to explain this lack of overlap is the different source of antibodies used for ChIP. Another genome-wide search for Col/Kn chromatin binding sites was performed in 3^rd^ instar larvae by the DamID method [59]. 99 genes were found to be both bound and regulated by Col in class IV md neurons, with a broad range of molecular functions possibly contributing to dendritic arbor formation [59]. 15 were found among our 415 genes set (S1 Table), suggesting that they are bound by Col already in embryos. Another set of 34 “neuronal” genes bound by Col in larvae, though not regulated by Col in md neurons, is bound by Col in embryos. (S1 Table) [59]. 9 of them code for TFs, including *nerfin-1*, for which we obtained evidence of direct regulation by Col in EL neurons. It will be interesting to determine in which neuron subtypes, TFs bound by Col in embryos and larvae are expressed, as potential entry sites to new networks controlling neuron identity from embryos to larvae. A study in the nematode *C*. *elegans* concluded that the COE factor UNC-3 was a master regulator of « cholinergic genes » in motor neurons [21]. 

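No label named Ace, the gene of acetylcholine esterase, or any of the 13 acetylcholine receptor genes searched. For choline acetyl transferase (Cha), 2 intragenic summits were found on chromosome 3R. One, at 14550652, had a fold enrichment of 3.3, and the other, at 14534502 and labelled Cha/VAChT, had 2.06. Neither was classed as lying on the 5' side of the gene.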

Our ChIP-seq data failed to detect Col binding to either the *Acetylcholine esterase*, or *Acetylcholine receptor* genes, or the *choline acetyl transferase* upstream region driving expression in cholinergic neurons [71], correlating with the observation that Col is expressed in one cholinergic interneuron per hemisegment, but not in embryonic motor neurons. Among the Col-expressing neurons, the best characterized are Tv1 and dAp. CRM activity demonstrated that both *ap* and *eya* expression is under independent, direct Col control in these neurons, with *ap_*Col being active earlier than *eya_*Col. Col requirement for *ap* and *eya* expression in the Tv1 neuron persists to the adult stage [52]. It will be interesting to see whether the same CRMs remain active from embryo to adult.

### Context-dependent Col binding to chromatin and gene regulation

Over-expression experiments showed that Col ability to auto-regulate or activate target genes is highly cell-context dependent, indicating a need to co-operate with other TFs [23]; [33]; [25]. The consensus CCCnnGGGA motif was found close to the center of a large majority of Col ChIP-seq peaks, showing that Col binds *in vivo* preferentially, if not exclusively, to this motif in the chromatin of different cell types. No other significantly enriched motif was found by MEME analysis of the whole set of 559 Col peaks. This can be related to the diversity of expression profiles and therefore cis-regulatory signatures of Col-regulated genes. Mutating the Col binding site resulted into either loss (e.g., *ap*, *Ama*, *eya*) or decrease (e.g., *cnc*) of CRM activity, suggesting that Col either activates or up-regulates/maintains gene transcription, depending upon the gene and cell type/developmental process. In other cases, such as *so* and *Mrtf*, CRM activity failed to reveal a requirement for Col binding, raising the possibility that Col could prime some genes in the chromatin for their later regulation by other lineage-specific transcription factors, as proposed for EBF [44]; [72]. The genome distribution of Col peaks shows cases of several peaks associated with the same gene (S1 Table), for example *eya*. Independent mutation of each Col binding site in *eya_*Col showed that one site is strictly required for CRM activity in dAp neurons, while the other provides robustness to this activity. Both sites contribute to CRM activity in Tv neurons and the DA3 muscle. The presence of several Col peaks can therefore reflect redundance of cis-elements required for robustness/precision of Col regulation in a given cell, or/and differential regulation in different cell types, with possible evolutionary implications.

### New loops in transcriptional regulatory networks controlling skeletal muscle identity

*eya_*Col activity revealed that *eya* is a direct target of Col in DL muscle PCs. Previously, *eya* was assigned a rather general role in modulating somatic myogenesis, downstream of the myogenic factor Tinman (Tin)/Nkx2.5 [67], while *col* was shown to be negatively regulated by Tin and Tail-up/Islet1 in dorsal muscles and cooperate with Nautilus/D-MyoD in DL muscles [68]; [32]. Our discovery of *col/eya* cross regulation in DL muscle PCs therefore brings to light a new layer of intricacy in the transcriptional control of muscle identity, with evolutionary implication. Indeed, cooperation between Eya1/2, Six1/4 and MyoD (Mrf), and Ebfs and MyoD has been shown to operate during vertebrate myogenesis [73]; [74]; [75]; [76]; [18]. Future investigation of epistatic interactions between muscle iTFs such as Col and myogenic regulators such as *eya*, *Six*, and Mrf(s) in patterning the *Drosophila* somatic musculature, should provide deeper insight into which aspects of the myogenic regulatory network have been conserved and/or diversified during evolution. The question of ancestral functions of COE proteins, which appeared with metazoans [7], is highly speculative, in view of COE pleiotropic functions in extant phyla ([8]; [31]; [77], and references in the above text). Col direct regulation of *eya*, both in specific muscle and neuronal lineages, may illustrate one mechanism behind the evolutionary diversification of Col biological roles.

## Supporting Information

S1 Fig The Col peak in *eve*. Annotation of the Col peak in *eve*, adapted from *Gene Browser* (GEO submission GSE67805). 17.5 kb of the *eve* genomic region are shown (Chr2R: 5.859.800–5.877.300) with the Flybase gene annotation indicated by blue bars (transcribed regions) and intervening lines (introns). Black arrows indicate the direction of transcription of *cnc* and cg12134. The Col Dam-ID binding regions [59] are indicated by yellow bars, top line. The summit of the ChIP-Col peak identified by SISSRs and position of the Col binding site(s) identified by MEME are indicated by blue and violet lines, respectively. The position of EveEL is indicated by a blue box. Scale is indicated.
(TIF) Click here for additional data file.

S2 Fig *col* direct autoregulation. (A,B) Col expression in A, stage 11 and B, stage 16 embryos. (C,D) col2.3–0.9 expression. (E,F) col2.3–0.9^mut^ expression. A,C,E: ventral view; B,D,F: lateral view. Mutation of the Col binding site specifically affects col2.3–0.9^mut^ expression in the DA3 muscle (arrow).
(TIF) Click here for additional data file.

S3 Fig Col regulates *tkv_*Col and *jing_*Col expression in the developing lymph gland. (A-H) In situ hybridization to *GFP* transcripts in stage 14 (A,B,E,F) and 16 (C,D,G,H) *tkv_*Col (A,C), *tkv_*Col^mut^ (B,D), *jing_*Col (E,G) and *jing_*Col^mut^ (F,H) embryos. Col regulates both *tkv_*Col (A-D) and *jing_*Col (E-H) activity specifically in the developing LG (white arrow). Dorsal views.
(TIF) Click here for additional data file.

S4 Fig Col regulates *nerfin-1*-_Col expression in EL neurons. (A) Annotation of the Col peak in *nerfin-1*, with the same representation as in Fig 2A; 10.6 kb of the *nerfin-1* genomic region are shown (Chr3L: 903.800–914.400). The position of the previously characterized nerfin-1-6 enhancer is indicated by a blue box. (B, C) Staining of stage 15 *nerfin-1*_Col (B) and *nerfin-1*_Col^mut^ (C) embryos for Col (red), and GFP (green). Only Col and GFP stainings are shown in white in B’,C’ and B”,C”, respectively. A close up view of the squared area (3 segments) is shown below in each panel. The white arrow points to the *nerfin-1*_Col site of expression lost in *nerfin-1*_Col^mut^ embryos.
(TIF) Click here for additional data file.

S5 Fig *so_*Col expression in developing DL muscles. (A-D) Staining for moeGFP expression of stage 14 (A,C) and stage 16 (B,D) *so_*Col (A,B) and *so_*Col^mut^ (C,D) embryos. The brackets in A,C indicate the position of the DL muscles. The DA3, DO5 and LL1 muscles are indicated in some segments in B,D, by an asterisk, a vertical arrow and a double asterisk, respectively. Lateral views.
(TIF) Click here for additional data file.

S6 Fig Col regulates Oaz_Col expression in the DA3 muscle. (A,B) View of one abdominal segment of stage 13 (A) and stage 15 (B) Oaz_Col embryo stained for Col (DA3 muscle, red) and moeGFP (green); only moeGFP staining is shown on the right, in white. Oaz_Col is expressed in the DA3 and other DL muscles. Staining of stage 14 (C,E) and 16 (D,F) Oaz_Col (C,D) and Oaz_Col^mut^ (E,F) embryos. The bracket in C indicates the position of DL muscle precursors expressing Oaz_Col. Oaz_Col^mut^ expression is not detected in DL muscles. The DA3 muscle is indicated by an asterisk in D.
(TIF) Click here for additional data file.

S7 Fig *Mrtf*_Col expression in somatic muscles. (A-D) Staining of stage 17 *Mrtf*_Col (A,B) and *Mrtf*_Col^mut^ (C,D) embryos for Col (red) and moeGFP (green); only moeGFP staining is shown in B,D. The DA3 muscle is indicated in some segments by an asterisk. Lateral views.
(TIF) Click here for additional data file.

S1 File Analyses of Col-ChIP seq data. **ChIP-seq summits and MEME sites.** DATASET: GEO accession number: GSE 67805.
(TXT) Click here for additional data file.

S1 Table 415 genes bound by Col *in vivo*. (A) Gene Name. (B) Number of in vivo Col peaks. (C) Chromosomal position and height of each peak. (D) Peaks genomic coordinates. (E) Annotation symbol. (F) Flybase ID number.
(PDF) Click here for additional data file.

S2 Table CRM_Col constructs and mutated Col binding sites. (PDF) Click here for additional data file.

# Supplementary material for: Genome-Wide Mapping of Collier In Vivo Binding Sites Highlights Its Hierarchical Position in Different Transcription Regulatory Networks
**Source:** PLoS One. 2015 Jul 23;10(7):e0133387. doi: 10.1371/journal.pone.0133387
**Supplement:** S1 Table — (A) Gene Name. (B) Number of in vivo Col peaks. (C) Chromosomal position and height of each peak. (D) Peaks genomic coordinates. (E) Annotation symbol. (F) Flybase ID number.

Table S1: 415 genes bound by Col in vivo.

/ peak overlapping two genes

#intragenic for nuB5'side for pdm2

\*Curated annotation from Kwon et al., Nature, 2014 (Supplementary table 4)

\*\*Curated annotation from REDfly 3.3

| Gene name | Number of Col peaks | Peaks positions and heights                                                                                                                                                                                                        | Peaks coordinates                                                                                                                                                                                                                               | Gene Annotation symbol | Flybase ID  |
|-----------|---------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|-------------|
| sick      | 9                   | sick_Intragenic_(4,1)<br>sick_Intragenic_(4)<br>sick_Intragenic_(3,68)<br>sick_Intragenic_(3,31)<br>sick_Intragenic_(3,13)<br>sick_Intragenic_(2,53)<br>sick_Intragenic_(2,41)<br>sick_Intragenic_(2,29)<br>sick_Intragenic_(2,19) | chr2L:19829551-19829552<br>chr2L:19829831-19829832<br>chr2L:19908161-19908162<br>chr2L:19802561-19802562<br>chr2L:19893371-19893372<br>chr2L:19837151-19837152<br>chr2L:19831581-19831582<br>chr2L:19838841-19838842<br>chr2L:19807211-19807212 | CG43720                | FBgn0263873 |
| sli       | 7                   | sli_Intragenic_(7,51)<br>sli_Intragenic_(4,68)<br>sli_Intragenic_(4)<br>sli_Intragenic_(2,87)<br>sli_Intragenic_(2,62)<br>sli_Intragenic_(2,52)<br>sli_Intragenic_(2,2)                                                            | chr2R:11783131-11783132<br>chr2R:11800571-11800572<br>chr2R:11798141-11798142<br>chr2R:11779551-11779552<br>chr2R:11808281-11808282<br>chr2R:11800021-11800022<br>chr2R:11799411-11799412                                                       | CG43758                | FBgn0264089 |
| Oaz       | 6                   | Oaz_Intragenic_(16,17)<br>Oaz_5' side_(8,51)<br>Oaz_Intragenic_(5,12)<br>Oaz_Intragenic_(2,23)<br>Oaz_Intragenic_(2,15)<br>Oaz_Intragenic_(2,02)                                                                                   | chr2R:10325311-10325312<br>chr2R:10323251-10323252<br>chr2R:10340171-10340172<br>chr2R:10327301-10327302<br>chr2R:10327671-10327672<br>chr2R:10333611-10333612                                                                                  | CG42702                | FBgn0261613 |
| hth       | 5                   | hth_Intragenic_(3,57)<br>hth_Intragenic_(2,96)<br>hth_Intragenic_(2,58)<br>hth_3' side_(2,56)<br>hth_Intragenic_(2,42)                                                                                                             | chr3R:6402141-6402142<br>chr3R:6339011-6339012<br>chr3R:6402641-6402642<br>chr3R:6324751-6324752<br>chr3R:6462431-6462432                                                                                                                       | CG17117                | FBgn0001235 |
| CG34380   | 5                   | CG34380_Intragenic_(3,11)<br>CG34380_Intragenic_(2,71)<br>CG34380_Intragenic_(2,66)<br>CG34380_Intragenic_(2,26)<br>CG34380_Intragenic_(1,95)                                                                                      | chr2L:6183651-6183652<br>chr2L:6202631-6202632<br>chr2L:6203041-6203042<br>chr2L:6199411-6199412<br>chr2L:6205381-6205382                                                                                                                       | CG34380                | FBgn0085409 |
| olf413    | 5                   | olf413_Intragenic_(3,95)<br>olf413_Intragenic_(3,43)<br>olf413_Intragenic_(2,85)<br>olf413_Intragenic_(2,5)<br>olf413_Intragenic_(2,34)                                                                                            | chr3L:22192391-22192392<br>chr3L:22188491-22188492<br>chr3L:22193631-22193632<br>chr3L:22190781-22190782<br>chr3L:22167701-22167702                                                                                                             | CG12673                | FBgn0037153 |
| snky      | 4                   | snky_3' side_(3,68)<br>snky_3' side_(2,83)<br>snky_3' side_(2,81)<br>snky_3' side_(2,09)                                                                                                                                           | chr3L:13182171-13182172<br>chr3L:13182711-13182712<br>chr3L:13187131-13187132<br>chr3L:13181881-13181882                                                                                                                                        | CG11281                | FBgn0086916 |
| CG44014   | 4                   | CG44014_5' side_(4,8)<br>CG44014_5' side_(3,13)<br>CG44014_5' side_(2,87)<br>CG44014_5' side_(2,78)                                                                                                                                | chr3R:11338151-11338152<br>chr3R:11344411-11344412<br>chr3R:11338391-11338392<br>chr3R:11344051-11344052                                                                                                                                        | CG44014                | FBgn0264776 |
| Antp      | 4                   | Antp_Intragenic_(5,22)<br>Antp_5' side_(4,72)<br>Antp_Intragenic_(2,87)<br>Antp_Intragenic_(2,37)                                                                                                                                  | chr3R:2746971-2746972<br>chr3R:2834151-2834152<br>chr3R:2778591-2778592<br>chr3R:2816851-2816852                                                                                                                                                | CG1028                 | FBgn0260642 |
| px        | 4                   | px_Intragenic_(9,48)<br>px_Intragenic_(3,46)<br>px_Intragenic_(2,32)<br>px_Intragenic_(2,24)                                                                                                                                       | chr2R:18420911-18420912<br>chr2R:18399351-18399352<br>chr2R:18412951-18412952<br>chr2R:18398041-18398042                                                                                                                                        | CG4444                 | FBgn0003175 |
| jing      | 4                   | jing_Intragenic_(6,06)<br>jing_Intragenic_(5,2)<br>jing_Intragenic_(5,17)<br>jing_Intragenic_(4,94)                                                                                                                                | chr2R:2426211-2426212<br>chr2R:2421711-2421712<br>chr2R:2482581-2482582<br>chr2R:2447621-2447622                                                                                                                                                | CG9397                 | FBgn0086655 |
| CG42342   | 4                   | CG42342_Intragenic_(4,38)<br>CG42342_Intragenic_(4,37)<br>CG42342_Intragenic_(3,23)<br>CG42342_Intragenic_(2,01)                                                                                                                   | chr3R:12391431-12391432<br>chr3R:12330171-12330172<br>chr3R:12386031-12386032<br>chr3R:12378161-12378162                                                                                                                                        | CG42342                | FBgn0259244 |
| pum       | 4                   | pum_Intragenic_(7,83)<br>pum_Intragenic_(5,74)<br>pum_Intragenic_(3,86)<br>pum_Intragenic_(3,43)                                                                                                                                   | chr3R:4970751-4970752<br>chr3R:4909131-4909132<br>chr3R:5007181-5007182<br>chr3R:4953951-4953952                                                                                                                                                | CG9755                 | FBgn0003165 |
| drl       | 3                   | drl_Intragenic_(2,95)<br>drl_3' side_(2,6)*<br>drl_Intragenic_(2,11)                                                                                                                                                               | chr2L:19202581-19202582<br>chr2L:19236521-19236522<br>chr2L:19199741-19199742                                                                                                                                                                   | CG17348                | FBgn0015380 |
| CG42238   | 3                   | CG42238_Intragenic_(3,07)<br>CG42238_3' side_(2,98)<br>CG42238_Intragenic_(2,8)                                                                                                                                                    | chr2L:21001451-21001452<br>chr2L:20951751-20951752<br>chr2L:20998911-20998912                                                                                                                                                                   | CG42238                | FBgn0250867 |
| CG43202   | 3                   | CG43202_3' side_(3,6)<br>CG43202_5' side_(2,37)<br>CG43202_3' side_(2,05)                                                                                                                                                          | chr2R:14268471-14268472<br>chr2R:14262961-14262962<br>chr2R:14266241-14266242                                                                                                                                                                   | CG43202                | FBgn0262838 |
| CG42831   | 3                   | CG42831_3' side_(6,96)<br>CG42831_5' side_(2,95)<br>CG42831_5' side_(2,83)                                                                                                                                                         | chr3L:10819391-10819392<br>chr3L:10804351-10804352<br>chr3L:10803431-10803432                                                                                                                                                                   | CG42831                | FBgn0262020 |
| CG13898   | 3                   | CG13898_5' side_(3,5)<br>CG13898_3' side_(3,11)<br>CG13898_3' side_(2,56)                                                                                                                                                          | chr3L:815251-815252<br>chr3L:802601-802602<br>chr3L:795511-795512                                                                                                                                                                               | CG13898                | FBgn0035161 |
| CG1789    | 3                   | CG1789_3' side_(6,44)<br>CG1789_3' side_(5,02)<br>CG1789_3' side_(3,68)                                                                                                                                                            | chrX:8621151-8621152<br>chrX:8630751-8630752<br>chrX:8619641-8619642                                                                                                                                                                            | CG1789                 | FBgn0030063 |
| CG15283   | 3                   | CG15283_5' side_(4,26)<br>CG15283_5' side_(2,95)<br>CG15283_5' side_(2,31)                                                                                                                                                         | chr2L:14456611-14456612<br>chr2L:14454631-14454632<br>chr2L:14459681-14459682                                                                                                                                                                   | CG15283                | FBgn0028844 |
| CG15711   | 3                   | CG15711_5' side_(3,18)<br>CG15711_5' side_(3,18)<br>CG15711_5' side_(2,2)                                                                                                                                                          | chr2R:12258771-12258772<br>chr2R:12259731-12259732<br>chr2R:12256951-12256952                                                                                                                                                                   | CG15711                | FBgn0034122 |
| Best4     | 3                   | Best4_5' side_(3,66)<br>Best4_5' side_(3,11)<br>Best4_5' side_(3)                                                                                                                                                                  | chr3L:15278851-15278852<br>chr3L:15265611-15265612<br>chr3L:15268391-15268392                                                                                                                                                                   | CG7259                 | FBgn0036491 |
| CG2022    | 3                   | CG2022_5' side_(7,12)<br>CG2022_5' side_(6,51)<br>CG2022_Intragenic_(2,94)                                                                                                                                                         | chr3R:862051-862052<br>chr3R:851351-851352<br>chr3R:815711-815712                                                                                                                                                                               | CG2022                 | FBgn0037292 |
| OdsH      | 3                   | OdsH_Intragenic_(5,7)<br>OdsH_5' side_(4,45)<br>OdsH_5' side_(2,51)                                                                                                                                                                | chrX:17693151-17693152<br>chrX:17677721-17677722<br>chrX:17675931-17675932                                                                                                                                                                      | CG6352                 | FBgn0026058 |
| Trim9     | 3                   | Trim9_Intragenic_(4,82)<br>Trim9_Intragenic_(4,18)<br>Trim9_Intragenic_(2,44)                                                                                                                                                      | chr2L:10621121-10621122<br>chr2L:10550561-10550562<br>chr2L:10566711-10566712                                                                                                                                                                   | CG31721                | FBgn0051721 |

|                            |   |                                              |                         |                 |                         |
|----------------------------|---|----------------------------------------------|-------------------------|-----------------|-------------------------|
| kek5                       | 1 | kek5_Intragenic_(2,38)                       | chrX:19266171-19266172  | CG12199         | FBgn0031016             |
| RhoGAP19D                  | 1 | RhoGAP19D_Intragenic_(4,51)                  | chrX:20370331-20370332  | CG1412          | FBgn0031118             |
| phl                        | 1 | phl_Intragenic_(6,51)                        | chrX:2215111-2215112    | CG2845          | FBgn0003079             |
| dnc                        | 1 | dnc_Intragenic_(3,41)                        | chrX:3103351-3103352    | CG32498         | FBgn0000479             |
| CG4293                     | 1 | CG4293_Intragenic_(3,1)                      | chrX:424211-424212      | CG4293          | FBgn0024983             |
| CG3062                     | 1 | CG3062_Intragenic_(3,64)                     | chrX:4537551-4537552    | CG3062          | FBgn0025612             |
| CG2861                     | 1 | CG2861_Intragenic_(2,89)                     | chrX:4692171-4692172    | CG2861          | FBgn0029728             |
| Vsx1                       | 1 | Vsx1_Intragenic_(3,62)                       | chrX:5504511-5504512    | CG4136          | FBgn0263511             |
| IntS6                      | 1 | IntS6_Intragenic_(2,23)                      | chrX:5638971-5638972    | CG3125          | FBgn0261383             |
| Grip                       | 1 | Grip_Intragenic_(5,93)                       | chrX:5863711-5863712    | CG14447         | FBgn0029830             |
| pigs                       | 1 | pigs_Intragenic_(2,69)                       | chrX:6495591-6495592    | CG3973          | FBgn0029881             |
| CG12541                    | 1 | CG12541_Intragenic_(7,9)                     | chrX:6941051-6941052    | CG12541         | FBgn0029930             |
| CG43867                    | 1 | CG43867_Intragenic_(5,95)                    | chrX:736391-736392      | CG43867         | FBgn0264449             |
| Lim1                       | 1 | Lim1_Intragenic_(5,34)                       | chrX:8663611-8663612    | CG11354         | FBgn0026411             |
| fend                       | 1 | fend_Intragenic_(4,88)                       | chrX:9025911-9025912    | CG12664         | FBgn0030090             |
| nub/pdm2                   | 1 | nub/pdm2#_Intragenic_(3,17)                  | chr2L:12613231-12613232 | CG34395/CG12287 | FBgn0085424/4FBgn000439 |
| ITP/CG4622                 | 1 | ITP/CG4622_Intragenic_(3,14)                 | chr2R:20432181-20432182 | CG13586/CG4622  | FBgn0035023/4FBgn003502 |
| kermit/Lpin                | 1 | kermit/Lpin_Intragenic_(2,2)                 | chr2R:4035411-4035412   | CG11546/CG8709  | FBgn0010504/3FBgn026359 |
| Cyp49a1/G- $\alpha$ pha47A | 1 | Cyp49a1/G- $\alpha$ pha47A_Intragenic_(2,83) | chr2R:6344061-6344062   | CG18377/CG2204  | FBgn0033524/3FBgn000112 |
| CG43954/Lasp               | 1 | CG43954/Lasp_Intragenic_(2,64)               | chr3L:16694531-16694532 | CG43954/CG3849  | FBgn0264605/2FBgn006348 |
| Cha/VACHT                  | 1 | Cha/VACHT_Intragenic_(2,06)                  | chr3R:14534501-14534502 | CG12345/CG32848 | FBgn0000302/5FBgn027092 |

# Supplementary material for: Genome-Wide Mapping of Collier In Vivo Binding Sites Highlights Its Hierarchical Position in Different Transcription Regulatory Networks
**Source:** PLoS One. 2015 Jul 23;10(7):e0133387. doi: 10.1371/journal.pone.0133387
**Supplement:** S2 Table

**Table S2. Genomic coordinates and annotation of candidate Col-regulated CRM**

Curated annotation of the Col binding site

| Col target gene | Open chromatin marks | Mef-2 binding site<0.5 kb | Reporter Name       | Previously characterized CRMs<br><a href="http://redfly.ccr.buffalo.edu/">http://redfly.ccr.buffalo.edu/</a> | Genomic coordinates (size)          | MEME Col binding site<br><u>mutated positions</u><br>*polymorphism       |
|-----------------|----------------------|---------------------------|---------------------|--------------------------------------------------------------------------------------------------------------|-------------------------------------|--------------------------------------------------------------------------|
| <i>Ama</i>      | +                    |                           | <i>Ama_Col</i>      |                                                                                                              | Chr3R: 2.587.010-2.587.909 (899)    | CCT <u>CCC</u> ATGGGAACG                                                 |
| <i>ap</i>       |                      |                           | <i>ap_Col</i>       |                                                                                                              | Chr2R: 1.623.820-1.625.439 (1619)   | ACT <u>CCCTTC</u> GGAATA<br>--// 603pb //--<br>GAAC <u>CCCAAGGG</u> ACGA |
| <i>cnc</i>      |                      |                           | <i>cnc_Col</i>      |                                                                                                              | Chr3R: 19.037.100-19.038.139 (1039) | AATTCT*CCA <u>GGG</u> ACC                                                |
| <i>eya</i>      | +                    |                           | <i>eya_Col</i>      |                                                                                                              | Chr2L: 6.540.104-6.541.545 (1441)   | AGAC <u>CCC</u> CAGGGATG<br>--// 375pb //--<br>GCA <u>CCC</u> CAGGGCTTA  |
| <i>jing</i>     | +                    |                           | <i>jing_Col</i>     |                                                                                                              | Chr2R: 2.482.100-2.483.002 (903)    | TGCCCCGCT <u>GGG</u> AATT                                                |
| <i>Mrtf</i>     |                      | +                         | <i>Mrtf_Col</i>     |                                                                                                              | Chr3L: 2.744.715-2.745.692 (978)    | TCCCCCCT <u>GGG</u> AATT                                                 |
| <i>nerfin-1</i> |                      |                           | <i>nerfin-1_Col</i> | PMID:19056518<br>Kuzin et al., 2008                                                                          | Chr3L: 907324-908228 (900)          | ATT <u>CCCCTGGG</u> CAAAA<br>--// 20pb //--<br>ATCGCCTT <u>GGG</u> AATA  |
| <i>Oaz</i>      | +                    |                           | <i>Oaz_Col</i>      |                                                                                                              | Chr2R: 10.339.692-10.340.791 (1099) | AATCCCAG <u>GGG</u> AACC                                                 |
| <i>so</i>       | +                    | +                         | <i>so_Col</i>       |                                                                                                              | Chr2R: 3.320.280 -3.321.219 (939)   | AATGCCCCG <u>GGG</u> AGG                                                 |
| <i>tkv</i>      | +                    | +                         | <i>tkv_Col</i>      | PMID:19890324<br>Zinzen et al., 2009                                                                         | Chr2L: 5.245.055-5.246.039 (984)    | GAT <u>CCC</u> CAGGGAATT                                                 |
| <i>col</i>      | +                    | +                         | <i>col2.3-0.9</i>   | PMID:20056681<br>Dubois et al., 2010                                                                         | Chr2R: 10.687.378-10.688.751 (1373) | ATGT <u>CCC</u> CAGACATC                                                 |

How the deposited data were processed for this re-analysis (not part of the article)

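ChIP-seq was performed on stage 13 to 14 Drosophila embryos with anti-Col antibodies (Col-IP) and an anti-HA antibody (mock-IP), each as 1 library of 2 pooled IPs; the labels also list an input DNA library. Only the list of Col summits was analysed here. The authors aligned the reads to BDGP release 5 (dm3), called peaks with SISSRs and deposited for each summit its position, a gene label and a fold enrichment, a linear ratio over a background that the paper's text does not name. Peaks were called on the pooled library, and the list gives no read counts, so the depth behind each summit is unknown. With no replicate libraries, intervals are 95% Wilson intervals over peaks or sites and cover counting error only.

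The 559 deposited summits were the same as those of S1 File. They were joined to the 542 sites of S1 File (15 bases each, found by the authors with MEME) by the distance between summit and site centre, at most 100 bp, and to the position classes of S1 Table by coordinate. Of the S1 Table positions, 1 was shifted by 1 base. Of the 414 gene names in the labels, 352 were current symbols of the RefSeq gene table and 409 were found when unambiguous older names were added; that table follows a later assembly (Release 6) and served for names alone.

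Position 13 and position 14 were tested by exact McNemar tests against position 15, site positions by exact binomial tests, relations across peaks by permutation tests with 100000 resamples, and neighbouring summits against 10000 random placements over the span of each chromosome arm with at least 10 summits. All tests were two-sided except the placement test. Peaks are not independent replicates. The computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, figures were drawn with matplotlib 3.10.9, and the statistics were tested on simulated data: all 540 simulated site distances were recovered, 180 evenly spread sites were estimated at 183.8, and 5 of 100 data sets without a difference gave a p-value of 0.05 or less. The other simulated sites lay close to their summits. The estimate of evenly spread sites was therefore not tested with bound sites far from the summit.

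Except where stated, the main tests and the alternatives were set before the data were examined, although the format and first lines of S1 File had been looked at. The tests had been set for the sites as printed. The printed strand turned out to be opposite to that of Fig 1C, so the reverse complement was used in its place, a change made after the sites were seen. The genes named are those the paper names as having or lacking a Col peak, those with the 10 highest fold enrichments and the 3 with the most peaks; others are named as chosen after their values were seen. The alternatives were a fold enrichment of at least 3, merging of summits within 200 bp, other distances, other readings of the motif and other label sources. Shares of sites in exons, the length of Col genes and position classes from an annotation were not computed, since a dm3 genome and annotation were not used here. The GO analysis, the quantitative PCR and the reporter assays were not analysed here.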

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

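The tests in this part were chosen after the values were seen.

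Among the 10 summits with the highest fold enrichment, 9 lie in no construct of the paper. They are a pair at Oaz (16.17 and 8.51) and single summits at Sep4 (10.58), px (9.48), Smr (9.38), Fas1 (8.84), Osi21 (8.39), CG12541 (7.9) and wge (7.87). A technical explanation is enrichment without a Col binding site. All 9 had a site of S1 File within 100 bp. In 8 of them (88.9%, Wilson interval 56.5 to 98.0%) the site held more of the specified bases of ATTCCCNNGGGAAT than the median site, against 22 of 88 (25.0%) sites of other peaks over 50 bp from their summit (Fisher's exact test, p = 0.000284) and 206 of 533 sites of all other peaks (Fisher's exact test, p = 0.00322). This argues against enrichment without a Col site as the explanation for the set. A stricter criterion did not separate them: 4 of the 9 had a site within 25 bp that held CCCNNGGG, against 172 of all 559 peaks (30.8%; Fisher's exact test against the other peaks, p = 0.467). For a single summit the explanation stays open. In 3 of the 9 the site lay over 50 bp away, as in the comparison group: the highest Oaz summit (60 bp), Fas1 (60 bp) and the other Oaz summit (89 bp). Without them, 5 of 6 sites exceeded the median (Fisher's exact test, p = 0.00701). No biological explanation was tested, since the samples hold a single stage and no Col mutant.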

How the results depend on the processing

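For 10 of the 17 results, every alternative that was run kept the direction and the side of the threshold, or the value within its interval. These include the centring of sites, A at position 13 (in direction and significance, though not in size), the match of sites against fold enrichment and the neighbouring summits.

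Keeping summits with a fold enrichment of at least 3 lowered the counts to 251 peaks, 202 gene labels and 36 labels with several peaks, as fewer summits must give. Under it, the share of sites with CCCNNGGGA rose to 45.9%, and the relation of fold enrichment to site distance weakened to a rho of -0.0392 (permutation p = 0.541); the cause was not tested. The share of peaks with a site was 80.7% within 50 bp, as a shorter reach must lower it. With 1 mismatch allowed, 83.4% of sites held CCCNNGGGA, and 43.0% held CCCNNGGG, both looser patterns.

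T at position 14 exceeded its comparison by 33.8 percentage points against position 2, by 28.3 against a fixed share of 0.25 and by 8.61 at a fold enrichment of at least 3, but by 1.66 percentage points when position 14 was averaged with its mirror position on the opposite strand. The same averaging lowered the difference for A at position 13 from 25.5 to 9.50 percentage points (Fisher's exact test, p = 0.000104). Position 15 was not averaged, since it has no mirror position within the site, so this alternative does not treat both sides alike. Its Fisher's tests counted both strands of a site as separate readings and did not keep the pairing within sites. Since the sites were picked and oriented by the motif itself, none of these comparisons is independent of that choice. Position 2 is itself specified as T in the in vitro sequence, so it is not a neutral comparison for T. With the sites as printed in S1 File, an alternative chosen after seeing the data, the difference for T was -19.9 percentage points (exact McNemar test, p = 2.82e-15), since that strand numbers other bases. This is the reading the test had first been set for.

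Class from an annotation, sites in exons and length of Col genes were not run, because a dm3 annotation was not used here. Leaving out chromosome 4 gave no other value for the neighbouring summits, as its 7 summits were under the minimum of 10 per arm. No paired analysis was possible because each condition has a single library. Without read counts, the precision of a single fold enrichment is unknown.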

Differences from the paper's values

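Table 1 of the paper gives 1 Col peak for ap, and the deposited list gives 2. Of the alternatives set before the data were examined, a fold enrichment of at least 3 left 1 summit at ap, while merging summits within 200 bp left 2. For col, Table 1 gives the paper's value of 1 peak, and the list gives 3. None of the alternatives set before the data were examined closed this gap: 2 summits had a fold enrichment of at least 3, and 3 were left after merging.

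The paper's height for ap is 6.08, and the summit inside the construct has 5.4; the other 11 heights of Table 1 were found in the list. For jing, the paper's text and Table 1 give 5 peaks, and its S1 Table and the list give 4. For Oaz, the paper's text gives 4 peaks, and its Table 1 and the list give 6. The paper's number of genes is 415, against 409 labels. Counting each gene of a joint label gave 415 with Cha counted both alone and in Cha/VAChT, and 414 different names. The paper describes 7 peaks with a modified gene, among a larger number of curated cases. In S1 Table 6 summits carry a mark, which stands for curated annotation and not for a changed gene. The marks therefore match neither number, and which peaks were modified cannot be read from them.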

Other observations

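The test of the X chromosome and both tests of where the sites of neighbouring summits lie were chosen after results were seen; the other tests in this part were set before.

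The X held 53 of the 549 summits on the large arms (9.65%, Wilson interval 7.46 to 12.4%), while its span made up 18.2% of them (exact binomial test, p = 2.68e-08). Each autosomal arm held between 116 and 131. Lower read coverage of the X in embryos of both sexes is a candidate explanation, as weak peaks would then be missed. Among peaks with a fold enrichment of at least 5, the X held 25.0% (16 of 64, interval 16.0 to 36.8%), which did not differ from its span (exact binomial test, p = 0.193), and among weaker peaks 7.63% (Fisher's exact test, p = 9.60e-05). This is what the explanation needs, and the median fold enrichment, 3.68 on the X against 2.795 on the autosomal arms, goes the same way. The lowest fold enrichment on the X was 2.05, close to the 1.94 to 1.97 of the autosomal arms. Weak peaks on the X were thus not all missed, and read coverage itself was not measured here. No biological explanation was tested.

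Fold enrichment rose with the number of specified bases of ATTCCCNNGGGAAT in the site (Spearman's rho 0.210, permutation p = 2.00e-05, adjusted p = 8.00e-05 over 4 relations; Pearson's r 0.271, p = 1.00e-05, the smallest the permutations can give), across 542 peaks. It fell with the distance of the site from the summit (rho -0.119, permutation p = 0.00577, adjusted p = 0.0115), a relation not seen at a fold enrichment of at least 3. Both relations are weak and across peaks of one library. Peaks with a site had a median 0.42 higher than the 17 without (permutation p = 0.167, adjusted p = 0.167), and intragenic peaks had a median -0.17 from that of the others (permutation p = 0.145, adjusted p = 0.167). These last 2 were not resolved.

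Neighbouring summits within 1 kb were more frequent than under random placement, with 23 pairs against a mean of 2.88. The one-sided p from 10000 random placements was 1e-04, the smallest they can give. One bound region called as several summits could produce this for close pairs. Within 5 kb there were 79 pairs against a mean of 14.2, and the highest random placement gave 29. The excess was thus not confined to pairs within 1 kb. With fragments of 190 bp on average, this argues against one region as the cause of the whole excess, and leaves the pairs within 1 kb open. On the arms tested, those with at least 10 summits, no pair was within 200 bp, so the search windows of a pair never overlapped and the presence of a site at each summit, the test first set, decides nothing. In its place, the position of the site was tested. The site of the lower summit lay within 25 bp in 36.4% of 22 pairs (interval 19.7 to 57.0%), not different from the even share of 27.4% (exact binomial test, p = 0.345). For lower summits under 3 the share was 44.4%, against 62.6% of unpaired summits under 3 (Fisher's exact test, p = 0.139). With 18 such summits, one region and separate binding cannot be told apart for the pairs within 1 kb.

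Chance listing of the best stretch in each window could explain why most peaks have a site. It would spread the sites with 4 or fewer bases of CCCNNGGG evenly, and 44.9% of them lay within 25 bp against 27.4% (exact binomial test, p = 0.00178), which argues against chance as the whole cause. Chance may still account for part: extrapolated from the sites beyond 50 bp, about 197 of the 542 sites (36.3%) would be evenly spread. This takes every site beyond 50 bp as evenly spread. Sites that hold all 6 bases also lie there, such as that of the highest Oaz summit at 60 bp. Bound sites among them would make the estimate too high, so it is read as an upper limit.

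Of the 12 listed sites inside constructs, 9 had the same sequence as an entry in the text of S2 Table, read on either strand. The others were at ap, cnc and jing. At ap, the listed site differed at 6 of 15 bases from an S2 Table entry of the same length, and the other entry is longer and was not compared. At cnc the sequences differed at 1 base, and S2 Table marks a polymorphism in its sequence. The jing entry is longer than the 15 bases of a listed site. The text of the table used here came from a PDF, and errors of extraction were not excluded.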
